# MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes *Bizionia argentinensis*

**DOI:** 10.3389/fmicb.2022.987756

**Published:** 2022-09-02

**Authors:** Leonardo Pellizza, Magalí G. Bialer, Rodrigo Sieira, Martín Aran

**Keywords:** iron metabolism, transcriptional regulation, Bacteroidetes, filamentation, iron uptake, energy metabolism

## Abstract

The MerR family is a group of transcriptional activators with conserved N-terminal helix-turn-helix DNA binding domains and variable C-terminal effector binding regions. In most MerR proteins the effector binding domain (EBD) contains a cysteine center suited for metal binding and mediates the response to environmental stimuli, such as oxidative stress, heavy metals or antibiotics. We here present a novel transcriptional regulator classified in the MerR superfamily that lacks an EBD domain and has neither conserved metal binding sites nor cysteine residues. This regulator from the psychrotolerant bacteria *Bizionia argentinensis* JUB59 is involved in iron homeostasis and was named MliR (MerR-like iron responsive Regulator). *In silico* analysis revealed that homologs of the MliR protein are widely distributed among different bacterial species. Deletion of the *mliR* gene led to decreased cell growth, increased cell adhesion and filamentation. Genome-wide transcriptomic analysis showed that genes associated with iron homeostasis were downregulated in *mliR*-deletion mutant. Through nuclear magnetic resonance-based metabolomics, ICP-MS, fluorescence microscopy and biochemical analysis we evaluated metabolic and phenotypic changes associated with *mliR* deletion. This work provides the first evidence of a MerR-family regulator involved in iron homeostasis and contributes to expanding our current knowledge on relevant metabolic pathways and cell remodeling mechanisms underlying in the adaptive response to iron availability in bacteria.

## Introduction

The MerR family of transcriptional regulators are dimeric proteins with an N-terminal helix-turn-helix DNA binding domain (DBD), followed by an antiparallel coiled-coil subunit interaction region, and usually by a C-terminal effector binding domain (EBD). This family is distinguished by the high conservation in the DBD and low aminoacid similarity in the EBD, consistent with the role of this domain in each protein in sensing effector molecules. Most members of the family are activators and act at promoters with unusually long spacer of 19 bp (Hobman, 2007) in response to the binding of inducers by distorting the promoter DNA to allow open complex formation and transcriptional activation (Brown et al., 2003).

The prototype for the MerR family of transcription factors is the regulator of the mercury resistance (mer) operon found on the transposable elements Tn21 and Tn501 in Gram-negative bacteria (Brown et al., 1983, 1986). Subsequently, proteins in the MerR family present in a number of bacterial species were shown to share common structural features (Brown et al., 2003). In MerR proteins the EBD contains a metal binding pocket formed by three cysteines. One Cys arises from one monomer (Cys82 in *Escherichia coli* MerR) and two Cys come from the other monomer (Cys117 and Cys126 in *E. coli* MerR) (Utschig et al., 1995). In MerR the Cys center binds to Hg (II), but other members of the family can bind other metals like Pb (PbrR), Cu (CueR), and Zn (ZntR). In addition, the Cys center in the oxidative stress sensor SoxR (Amabile-Cuevas and Demple, 1991) binds to a [2Fe–2S] cluster to sense superoxide concentrations.

Over the last decade, however, it has become clear that the MerR family of regulators is more diverse than originally recognized. Other MerR-like regulators have no Cys centers in their EBD regions and are able to sense multiple compounds with diverse chemical properties (Holmes et al., 1993; Ahmed et al., 1995; Baranova et al., 1999), or even light (Takano et al., 2011). Furthermore, transcription factors initially placed in the MerR family were subsequently classified in other DNA-binding protein families. Particularly, TnrA and GlnR appear to have evolved from or represent a separate branch of the MerR family and are founding members of a new family of transcription regulators that control *B. subtilis* nitrogen homeostasis (Schumacher et al., 2015). The TnrA/GlnR and MerR proteins have similar DBD motifs, but their modes of interaction and assembly are completely different. The availability of completed bacterial genome sequences and the advent of new structural tools (Anonymous, 2021) have enabled us to search for the presence of additional types of MerR-like regulators.

The Bacteroidetes is a vast phylum with diversity at every level of resolution, from the genus down to the genomes of strains (Johnson et al., 2017). These bacteria are all Gram negative, and cover a mixture of physiological types, from strictly anaerobic *Bacteroides* to strictly aerobic *Flavobacteria* (Bernardet and Nakagawa, 2006). Outstanding characteristics of Bacteroidetes are their gliding motility (McBride, 2019), their ability to degrade and absorb complex biopolymers given the large number of peptidases, glycosidases and TonB-dependent outer membrane receptors/transporters (Terrapon et al., 2015), as well as the use of pigments such as flexirubin and carotenoids as UV protectors (Vila et al., 2019). Members of the Bacteroidetes have colonized virtually all types of habitats on Earth. They are among the major members of the microbiota of animals, especially in the gastrointestinal tract, can act as pathogens and are frequently found in soils, oceans and freshwater. Environmental Bacteroidetes represent a key compartment for carbon fluxes and budgets in ecosystems. In these contrasting ecological niches, Bacteroidetes are increasingly regarded as specialists for the degradation of high molecular weight organic matter (Thomas et al., 2011b).

The majority of regulators in the MerR superfamily respond to environmental stimuli, such as oxidative stress, heavy metals or antibiotics (Brown et al., 2003). Bacteroidetes, on the other hand, exhibit considerable nutritional flexibility and have the ability to respond to diverse environmental stresses. Therefore, these organisms represent valuable sources to expand our current knowledge on the diversity of MerR superfamily regulators.

In this context, we investigated the MerR-like regulators present in the psychrotolerant bacteria *Bizionia argentinensis* JUB59. Members of the genus *Bizionia* have been isolated from diverse marine environments including the intestinal tract of marine vertebrates and invertebrates (Nedashkovskaya et al., 2010; Kim et al., 2015, 2018). *Bizionia argentinensis* JUB59 was isolated from surface seawater in Antarctica (Bercovich et al., 2008) and it is included in the family *Flavobacteriaceae*, the largest family of the *Bacteroidetes* phylum. We have previously characterized the function of novel proteins present in *B. argentinensis* JUB59 that were largely conserved within the family *Flavobacteriaceae* (Smal et al., 2012; Aran et al., 2014; Pellizza et al., 2016, 2020; Cerutti et al., 2017). Here, we identified one putative regulator classified in the MerR superfamily of winged–HTH (helix–turn–helix)–coiled-coil DNA-binding proteins but lacking an EBD. We show that this novel MerR-like transcription factor is involved in iron homeostasis and was named MliR (MerR-like iron responsive Regulator). In contrast to most MerR proteins, which contain EBD domains with conserved cysteine residues, MliR has neither conserved metal binding sites nor cysteine residues. The structural comparison of MliR with representatives of the TnrA/GlnR and MerR protein families revealed similar winged–HTH regions, but some remarkable differences in its N-terminal and C-terminal domains. We revealed that homologs of the MliR protein are widely distributed among different bacterial species. Deletion of the *mliR* gene led to decreased cell growth, increased cell adhesion and filamentation. RNA sequencing analysis showed that expression of genes related to iron homeostasis, transmembrane transport, metal ion transport, cellular amino acid metabolism and iron-sulfur cluster assembly, was downregulated in *mliR*-deletion mutant. Through flow cytometry, Nuclear magnetic resonance (NMR)-based metabolomics, ICP-MS, fluorescence microscopy and biochemical analysis we evaluated metabolic and phenotypic changes associated with *mliR* deletion. This work provides the first evidence of a MerR-family regulator involved in iron homeostasis and contributes to expanding our current knowledge on iron metabolism in bacteria.

## Results

### MliR homologs are widely distributed in bacteria and share protein domains with members of the MerR and TnrA/GlnR protein families

Members of the MerR superfamily of transcriptional regulators are conserved across bacterial species (Brown et al., 2003). In particular, the *B. argentinensis* JUB59 genome contains one putative regulator in this superfamily, the *BZARG_RS02055* gene codified in contig 3 (327 nt, 109 residues). 

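The *BZARG_RS02055* gene (*mliR*) was annotated on contig 3 of the JUB59 genome from 51335 to 51664 on the minus strand, a coding length of 330 bp with the stop codon and 327 bp without it. The gene upstream, on the same strand, shared 1 base with *mliR*, and the gene downstream, also on the minus strand, began 65 bases away. In the RNA-seq libraries of 3 WT cultures, *mliR* received 471, 721 and 713 read pairs, or 48.9 ± 5.59 CPM (TMM-normalized counts relative to the library size; SD, n = 3). In the libraries of 3 cultures of the deletion mutant (Δ*mliR*), it received 18, 7 and 14 read pairs, or 0.722 ± 0.26 CPM (SD, n = 3). This was a log2-fold change of −6.05 in Δ*mliR* over WT (standard error 0.28, adjusted p = 0.00016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the paper's methods, a short stretch at each end of *mliR* remains in the mutant. Whether the read pairs counted in the mutant lie there cannot be told from counts per gene. The gene downstream changed by −0.58 (standard error 0.12, adjusted p = 0.0406 from edgeR's quasi-likelihood test), a call that held with all 6 libraries or without WT replicate 1 but ended without any other one (adjusted p from 0.0186 to 0.18). The gene upstream had a log2-fold change of −0.65 (adjusted p = 0.12 from edgeR's quasi-likelihood test, and 0.00372 with the replicate number as a block). It was not called with any one library left out (adjusted p of 0.103 to 0.335 from edgeR's quasi-likelihood test). The other 6 annotated genes of the region had log2-fold changes from −0.24 to 0.43, with adjusted p of at least 0.161 from edgeR's quasi-likelihood test, and the outermost plus-strand gene on each side was called with the block (adjusted p = 0.0321 and 0.0489).

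**Figure D1:**
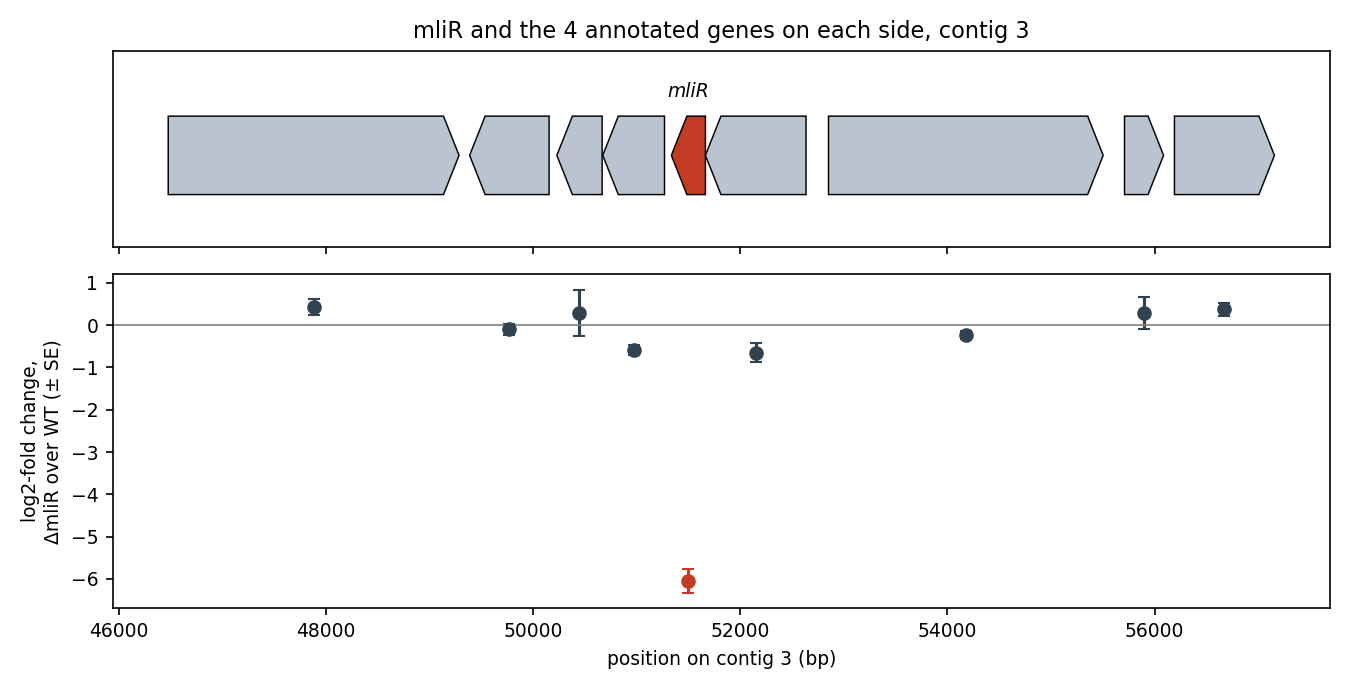
Map of contig 3 (position in bp) with *mliR* in red and the 4 annotated genes on each side, arrows pointing in the direction of transcription, above the log2-fold change of each gene in Δ*mliR* over WT (points, with the standard error as bars). The point of *mliR* lies at −6.05 and the points of the 8 other genes between −0.65 and 0.43.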

The amino acid sequence of the predicted DNA-binding domain of *BZARG_RS02055* (MliR from here on) has resulted in its placement in the MerR superfamily of winged–HTH (helix–turn–helix)–coiled-coil DNA-binding proteins (Figure 1A) and is included in the MlrA-like sg2 subfamily from the NCBI’s CCD (Conserved Domain Database). However, unlike most MerR proteins, which contain EBD domains with conserved cysteine residues, MliR lacks an EBD domain and has neither conserved metal binding sites nor cysteine residues. In addition, it holds ∼11 extra N-terminal residues (N-Terminal domain, NTD), characteristic of the TnrA/GlnR protein family but notably absent in MerR proteins (Schumacher et al., 2015; Figure 1A). Consequently, given these distinctive features of MliR, it was challenging to predict its cellular function based solely on protein sequence information.

**FIGURE 1:**
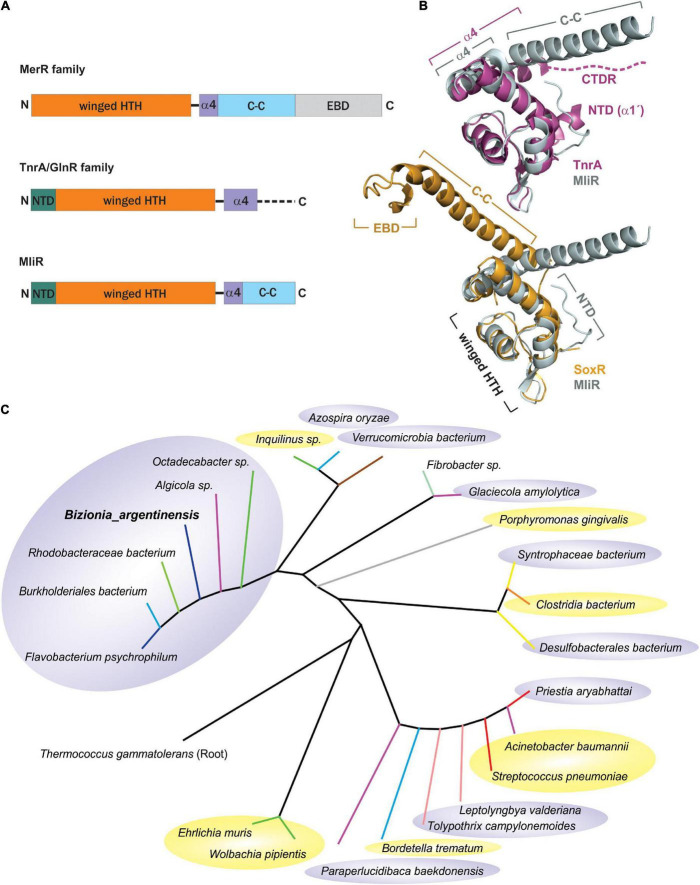
Taxonomic distribution and structural comparison of MliR with members of the MerR and TnrA/GlnR protein families. **(A)** Domain architecture of the MliR protein and representative proteins of the MerR and TnrA/GlnR families. The winged–HTH DNA binding domain (orange), the alpha helix α4 motif (purple), the antiparallel coiled-coil domain (C-C, light blue rectangle), the EBD domain (light gray) and the NTD (green) are represented. The dashed line indicates the disordered C-terminal domain. **(B)** Structural comparison of MliR with representatives of the TnrA/GlnR and MerR protein families. The superposed 3D structures of MliR (Alpha fold model, light gray) with TnrA (PDB ID: 4R22, purple) and SoxR protein (PDB ID: 2ZHG, light orange) are shown. Relevant protein domains and motifs described in A are indicated. The dashed line represents the C-terminal disordered region (CTDR) in TnrA. **(C)** Phylogenetic analysis of MliR homologous sequences from diverse bacteria species. The rooted phylogenetic tree was inferred using the Maximum likelihood method and the JTT matrix-based model. Tree branches are colored according to bacteria class as follows: Flavobacteriia (blue), Bacteroidia (gray), Betaproteobacteria (light blue), Alphaproteobacteria (green), Gammaproteobacteria (purple), Verrucomicrobiae (brown), Bacilli (red), Clostridia (orange), Fibrobacteria (light green), Deltaproteobacteria (yellow), Cyanophyceae (light pink). Pathogenic bacteria species are highlighted in yellow ellipses. Environmental non-pathogenic bacteria species are highlighted in gray ellipses.

In order to *in silico* compare the structure of MliR with members of the MerR and TnrA/GlnR protein families, we modeled MliR of *B. argentinensis* JUB59 using the AlphaFold IA system (Jumper et al., 2021). The resulting model describes a conformation with the presence of the DNA-binding and coiled-coil domains (Figure 1B). The structural comparison of MliR with representatives of the TnrA/GlnR and MerR protein families (Schumacher et al., 2015) reveals similar winged–HTH regions, with a root mean squared deviation (RMSD) of 1.14 Å for 49 aligned C^α^ with TnrA (PDB ID: 4R22) and a RMSD of 1.26 Å for 44 aligned C^α^ with SoxR (PDB ID: 2ZHG), respectively (Figure 1B). However, MliR has some remarkable structural differences in comparison to members of the aforementioned protein families. The first 11 N-terminal residues in MliR are modeled as four short turns stabilized by a salt bridge (E15:K8), hydrophobic interactions (I3:F20; L5:A19; M1:F20) and hydrogen bonds (e.g., Y11:K8) (Supplementary Figure S1). In contrast, TnrA/GlnR family members harbor an N-terminal region composed by an alpha helix (α1’) with conserved hydrophobic residues crucial for dimer formation (Schumacher et al., 2015; Figure 1B). Further, although MliR presents some hydrophobic residues in its N-terminal region (e.g., M1, I3, L5), they do not appear to be conserved (neither in structure nor in sequence) within the TnrA/GlnR protein family. On the other hand, structural differences between MliR, TnrA/GlnR, and MerR family proteins are also notable in their C-terminal domains (Figure 1B). The α4 in MliR is similar to MerR proteins, spanning ∼9–11 residues, while α4 in TnrA/GlnR proteins is longer, spanning ∼18 residues. In particular, TnrA/GlnR proteins do not harbor a C-terminal coiled-coil dimerization motif, which is a hallmark of MerR proteins and also conserved in MliR. In fact, TnrA/GlnR C-terminal residues are disordered and thought to function as a sensor domain that folds only upon effector protein binding (Figure 1B; Schumacher et al., 2015).

Interestingly, through database searches of homologous protein sequences we found a considerable number of proteins categorized as “MerR-like transcriptional regulators” likely associated with MliR topology. These homologs share sequence identities between 30 and 70% with the *B. argentinensis* JUB59 MliR and their taxonomic distribution suggests that MliR homologs are present in a wide variety of environments (Figure 1C).

### Deletion of *mliR* affects cell growth, enhances cell adhesion and induces cell filamentation

The particular structural characteristics of MliR, coupled with the absence of an identified EBD, made it difficult to anticipate its cellular role. In order to address this issue, we implemented a gene deletion strategy in *B. argentinensis* JUB59. Despite the lack of genetic manipulation systems described for *B. argentinensis* JUB59, techniques to construct gene deletions in the chromosomes of several members of the Bacteroidetes have been established (Pumbwe et al., 2006; Rhodes et al., 2011; Wang et al., 2014; Zhu and McBride, 2014, 2016). In particular, we used the suicide vector pYT313 (Zhu et al., 2017), carrying PompA-sacB, to perform the gene deletion approach (Supplementary Figure S2). After a second recombination event, cells we plated on agar medium containing sucrose to select a clone lacking the wild-type gene. Of the nine analyzed sucrose-resistant colonies, five were *mliR* deletion mutants and the remaining four were wild type for the *mliR* locus (Supplementary Figure S2).

To explore the influence of *mliR* deletion, the growth curve, the biofilm formation capacity, and the cellular shape were evaluated in the parent strain (WT, *B. argentinensis* JUB59) and the Δ*mliR* mutant strain. The WT strain showed a typical growth curve, with a relatively long lag phase (0–20 h), followed by an exponential phase, during which major bacterial growth occurred (20–33 h), and then a stationary phase (Figure 2A). In contrast, Δ*mliR* strain grew more slowly after 15 h, particularly between 22 and 45 h. During this phase, the OD600 values of Δ*mliR* strain were significantly lower than those of the WT strain (Figure 2A). In addition, Δ*mliR* cells showed a significantly higher degree of biofilm formation in comparison to WT cells as assessed with a standard method (crystal violet analysis) (Figure 2B). But more interestingly, microscopic images of Δ*mliR* cells revealed a remarkable difference in morphology with respect to WT cells (Figure 2C). The Δ*mliR* cells appeared as elongated filaments (3–30 μm), while WT cells showed a typical rod shape (1.5–3 μm), as previously reported (Bercovich et al., 2008).

**FIGURE 2:**
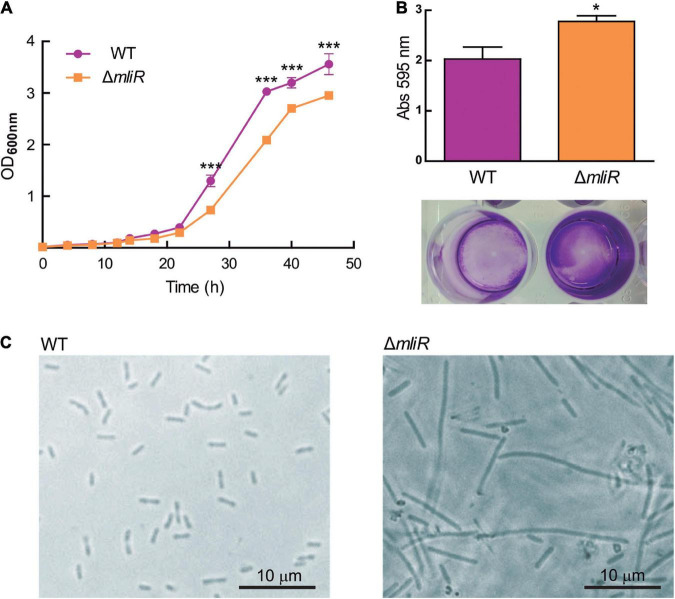
Growth curve, biofilm and cellular shape of WT and Δ*mliR* mutant *B. argentinensis* JUB59. **(A)** The growth curves of WT (purple) and Δ*mliR* mutant (orange) *B. argentinensis* JUB59 are shown. Cells were grown in Marine Broth at 22°C. The mean OD600 ± SD from three individual experiments is plotted. **(B)** Crystal violet staining and quantification of WT (purple) and Δ*mliR* mutant (orange) *B. argentinensis* JUB59 biofilms. Quantification was carried out by absorbance at 575 nm and values were normalized to dry weight. The mean OD575 ± SD from three individual experiments is plotted. **(C)** Phase-contrast microscopy of WT and Δ*mliR B. argentinensis* JUB59 cultures. In **(A,B)** the statistical significance was assessed by Student’s *t*-test. *p < 0.05; ***p < 0.001.

In order to further characterize the differences in cell morphology between WT and Δ*mliR* cell populations, we implemented a flow cytometry approach that relies on the different light scattering properties of filamentous versus short cells, and does not require the use of fluorescent dyes (Burke et al., 2013). Using this method a trend of increasing side scatter width (SSC-W) signal with increasing cell length has been reported (Burke et al., 2013). The corresponding dot plots for WT and Δ*mliR* cell populations are shown, where each dot represents a single cell or event from each population (Figure 3). The populations of cells were sorted on the basis of increasing SSC-W (gates as shown in Figure 3). In line with the results described in Figure 2C, the distribution of cell lengths for Δ*mliR* strain showed a higher proportion of events with increased SSC-W values in comparison to the WT strain population (Figure 3). Sorted cells were subsequently examined using phase-contrast microscopy, which revealed that the populations from the gates with the smallest SSC-W values (“short”) were made up predominantly of non-filamentous cells of less than 3 μm in length. Surprisingly, however, while the WT cells showed the typical rod shape, the Δ*mliR* cells were found to be spherical, similar to cocci, with an average size between 0.75 and 1 μm (Figure 3). In addition, populations of Δ*mliR* cells sorted from gates with increasing SSC-W values (“long” and “longer”) were enriched for filamentous cells (Figure 3). Interestingly of note, Δ*mliR* cells from the “long” population were generally located in clusters in the optical field, which may be related to their higher tendency to biofilm formation with respect to WT cells. In contrast, we were unable to identify cells from the “long” and “longer” populations of the WT strain, probably because of their low concentration and wide dispersion in the optical field.

**FIGURE 3:**
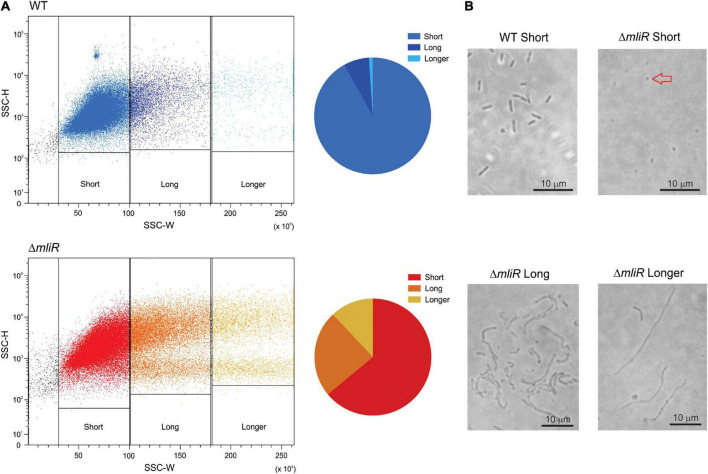
Flow cytometry and microscopic analysis of WT and Δ*mliR B. argentinensis* JUB59 populations of varying cell lengths. **(A)** Flow cytometry analysis of the corresponding WT and Δ*mliR* populations are displayed as dot plots with SSC-H plotted against SSC-W. The cell length distributions are shown in pie charts for WT and Δ*mliR* populations. **(B)** Phase-contrast microscopy of WT and Δ*mliR* sorted cells populations. The red arrow points to a spherical cell.

Filamentation morphology is a cryptic phenomenon which consists of an alteration or lack of cell septation during the cell growth, as a consequence of DNA damage or development of stress, such as nutritional factors, antibiotic resistance and low temperature, among many others (Ultee et al., 2019; Rizzo et al., 2020). In this context, with the aim of exploring the morphology and division pattern of WT and Δ*mliR* cells, we performed a fluorescence microscopic analysis. To this end, exponentially growing cultures were stained with the membrane dye CellBrite or Calcofluor White Stain, a polysaccharide-binding dye (Luna et al., 1995). The cells incubated with CellBrite were then fixed and stained with DAPI. Representative micrographs for WT and Δ*mliR* cells are shown in Figure 4. WT cells displayed a division phenotype mainly formed by two cell units per chain, as previously observed (Figure 2C). This was clearly evidenced with DAPI staining. However, filaments from Δ*mliR* cells did not show regular spaced septa neither visible with DAPI nor with membrane stains. The lack of observable constrictions in Δ*mliR* cells may indicate that outer membrane invagination is diminished in this mutant. Nevertheless, through a detailed inspection of micrographs, we detected a small population of Δ*mliR* filaments with constrictions at one of their poles (Supplementary Figure S3). The shape and the size of the small daughter cells from those filaments were strikingly similar to those of the sorted Δ*mliR* “short” cells (Figure 3).

**FIGURE 4:**
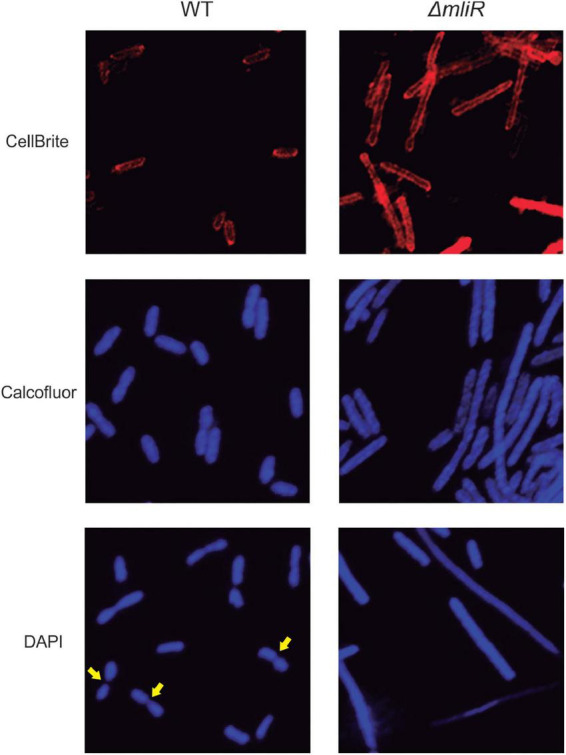
Fluorescence microscopy analysis of WT and Δ*mliR B. argentinensis* JUB59 cells. Exponentially growing cultures were stained with the membrane dye CellBrite or Calcofluor White Stain. The cells incubated with CellBrite were then fixed and stained with DAPI. Representative micrographs for WT and Δ*mliR* cells are shown. Yellow arrows highlight cell septum.

### Global transcriptional analysis reveals downregulation of iron homeostasis and metal transport-related genes in the *mliR*-deletion mutant

In order to assess a global view of the regulatory impact of MliR in *B. argentinensis* JUB59, we conducted whole-transcriptome shotgun sequencing (RNA-seq) to compare the transcriptomes of the WT and the Δ*mliR* strains grown on marine broth. Total RNA was prepared from bacterial cells harvested at exponential phase. 

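Each strain was represented by RNA from 3 biological replicates, grown in marine broth at 22°C to an optical density of 1.4. The RNA was depleted of ribosomal RNA and sequenced as stranded paired-end libraries. The authors trimmed the reads with Trimmomatic, aligned them with BWA to the contigs of the JUB59 genome and counted read pairs per annotated gene with featureCounts 1.6.4 in the strand-specific mode. The deposited values are whole counts of read pairs, not normalized, over 2955 annotated features. The Δ*mliR* libraries hold 19254791, 15267959 and 16866258 counted read pairs and the WT libraries 12460250, 13920486 and 13308572, so each mutant library was deeper than each WT library. From these counts, genes with low counts were left out with edgeR's filter (2917 genes remained), libraries were scaled by TMM, and the strains were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Log2-fold changes are given here as Δ*mliR* over WT, so a downregulated transcript has a negative value. The authors tested the same counts with DESeq2. On log2 CPM, the first principal component held 58.4% of the variance and set WT replicate 1 (28.1) apart from the other 5 libraries (−15.7 to 3.3). It also parted the strains, with the mutant libraries at −15.7 to −3.84 and the WT libraries at 3.24 to 28.1. Every pair of libraries of a strain differed by more than the sampling noise (chi-square per degree of freedom of at least 26.4), so no library is a copy of another. That they come from separate cultures is known from the labels alone. Libraries with the same replicate number deviated from their strain's mean in the same direction (correlations over genes of 0.785, 0.368 and 0.617 for replicates 1, 2 and 3). Mutant replicate 2 also deviated with WT replicate 3 (0.468), and mutant replicate 3 with WT replicate 2 (0.312). The pairing by number is thus unsure for replicates 2 and 3. A fit with the replicate number as a block is given where it changes a call.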

The mRNA fractions were then subjected to a differential expression analysis. As a result, 49 transcripts (excluding hypothetical proteins) with statistically significant differential expression changes were detected in the Δ*mliR* strain compared to the WT strain (log_2_-fold change > 1 and adjusted *P*-value < 0.05) (Supplementary Table S3). In particular, the largest differences were observed for 10 transcripts (log_2_-fold change > 2), which were found to be downregulated in the Δ*mliR* strain, suggesting a regulatory role of MliR as a transcriptional activator. These transcripts included genes encoding a siderophore uptake receptor (TonB-dependent); two electron transfer proteins [Rieske (2Fe–2S) and Cytochrome c]; a D-Serine dehydratase, that catalyze the degradation of D-Ser to pyruvate and ammonia; an AraC binding domain containing protein; a superoxide dismutase; an asparagine synthetase B; an imelysin-like protein and a FeoB-associated Cys-rich membrane protein, part of a Fe^2+^ uptake system. 

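At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 111 transcripts were lower and 79 were higher in Δ*mliR* than in WT. With a log2-fold change beyond 1 as well, 34 were lower and 16 were higher, of which 25 and 9 are listed in Supplementary Table S3. Of the 49 transcripts of that table, 35 were called in the listed direction and 34 of these lay beyond 1. The 26 lower transcripts all passed the test, as did 8 of the 17 higher protein-coding transcripts and 1 of the 6 tRNAs. The table was chosen by the study on these same libraries, so these counts are not independent evidence of direction. A listed SEC-C motif family protein (*BZARG_RS01020*) had too few counts to enter the test. With the replicate number as a block, 457 transcripts were lower and 513 higher, 37 and 46 of them beyond 1, and 47 of the 49 listed transcripts were called, including 15 of the 17 and all 6 tRNAs. DESeq2, the tool of the study, called 290 lower and 246 higher, and 46 of the 49. With both replicate 1 libraries left out, a choice made after the principal components had been seen, 309 were lower, 295 higher and 45 of the 49 called. Scaling by library totals alone gave 131 lower and 166 higher, so that 55.9% of the calls were higher, against 41.6% with TMM. Without mutant replicate 1, 2 or 3, the test called 5, 1 and 4 lower and 2, 2 and 2 higher transcripts, and 5, 2 and 4 of the 49. Without WT replicate 1, 2 or 3 these numbers were 180, 87 and 35 lower, 224, 48 and 10 higher, and 43, 30 and 15 of the 49. So few calls were left without a mutant library that a call lost there is not particular to a gene.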

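Beyond a log2-fold change of 2, edgeR's quasi-likelihood test called 15 transcripts lower in Δ*mliR* and 0 higher. The 15 include 10 of Supplementary Table S3, *mliR* itself and 4 transcripts with no name in that table. The largest decreases after *mliR* were in *BZARG_RS03630* and *BZARG_RS03625*, neighbours on contig 10 separated by 19 bases, the second of which encodes a TonB-dependent receptor. *BZARG_RS03630* dropped from 1295 ± 729 CPM in WT to 30.8 ± 9.03 in Δ*mliR* (SD, n = 3 each), a log2-fold change of −5.39 (standard error 0.57, adjusted p = 0.00597 from edgeR's quasi-likelihood test). Its adjusted p was 0.0525 to 0.0673 when 1 of the mutant libraries was left out. The count of 0 higher transcripts was also 0 at an unadjusted p under 0.05 and with DESeq2, while limma-voom called 2, the fit with the replicate number as a block called 1, and the test called 2 without WT replicate 1, with DNA polymerase IV among them each time. For lower transcripts, DESeq2 gave 15 and limma-voom 9, and the test gave 4, 1 and 3 without mutant replicate 1, 2 or 3. From its largest changes, which were decreases in the strain that lacks *mliR*, the paper proposes that MliR acts as a transcriptional activator. It also rests this idea on RT-qPCR, in which *mliR* and *BZARG_RS03625* transcripts both rose with ferric citrate.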

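The transcript of the siderophore uptake receptor (*BZARG_RS03625*) fell from 172 ± 105 CPM in WT to 4.7 ± 1.16 in Δ*mliR* (SD, n = 3 each), a log2-fold change of −5.19 (standard error 0.56, adjusted p = 0.00597 from edgeR's quasi-likelihood test). The D-serine ammonia-lyase gene (*BZARG_RS08175*) and the AraC binding domain gene (*BZARG_RS08170*), 55 bases apart on contig 29, had log2-fold changes of −3.20 and −3.06 (standard errors 0.44 and 0.38, adjusted p = 0.0142 and 0.0104 from edgeR's quasi-likelihood test). Asparagine synthase B (*BZARG_RS02370*) dropped from 377 ± 72.5 to 90.2 ± 11.2 CPM, a log2-fold change of −2.06 (adjusted p = 0.00356 from edgeR's quasi-likelihood test). The ankyrin repeat gene (*BZARG_RS10665*) and the imelysin family gene (*BZARG_RS03360*) had log2-fold changes of −2.23 and −2.03 (adjusted p = 0.00373 and 0.0104 from edgeR's quasi-likelihood test). In the other direction, DNA polymerase IV (*BZARG_RS01930*) rose from 91.7 ± 10.3 CPM in WT to 367 ± 17.7 in Δ*mliR*, a log2-fold change of 2.00 (standard error 0.12, adjusted p = 0.000697 from edgeR's quasi-likelihood test), and its call held with each of the 6 libraries left out in turn (adjusted p at most 0.0116). Among the lower genes of this paragraph, asparagine synthase B and the ankyrin repeat gene lost their call without mutant replicate 2 (adjusted p = 0.0542 and 0.0542 from edgeR's quasi-likelihood test), and the other 4 without any one mutant library (adjusted p of 0.0525 to 0.12). In WT replicate 2 the receptor's level was 0.293 of the mean of the other WT libraries.

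**Figure D2:**
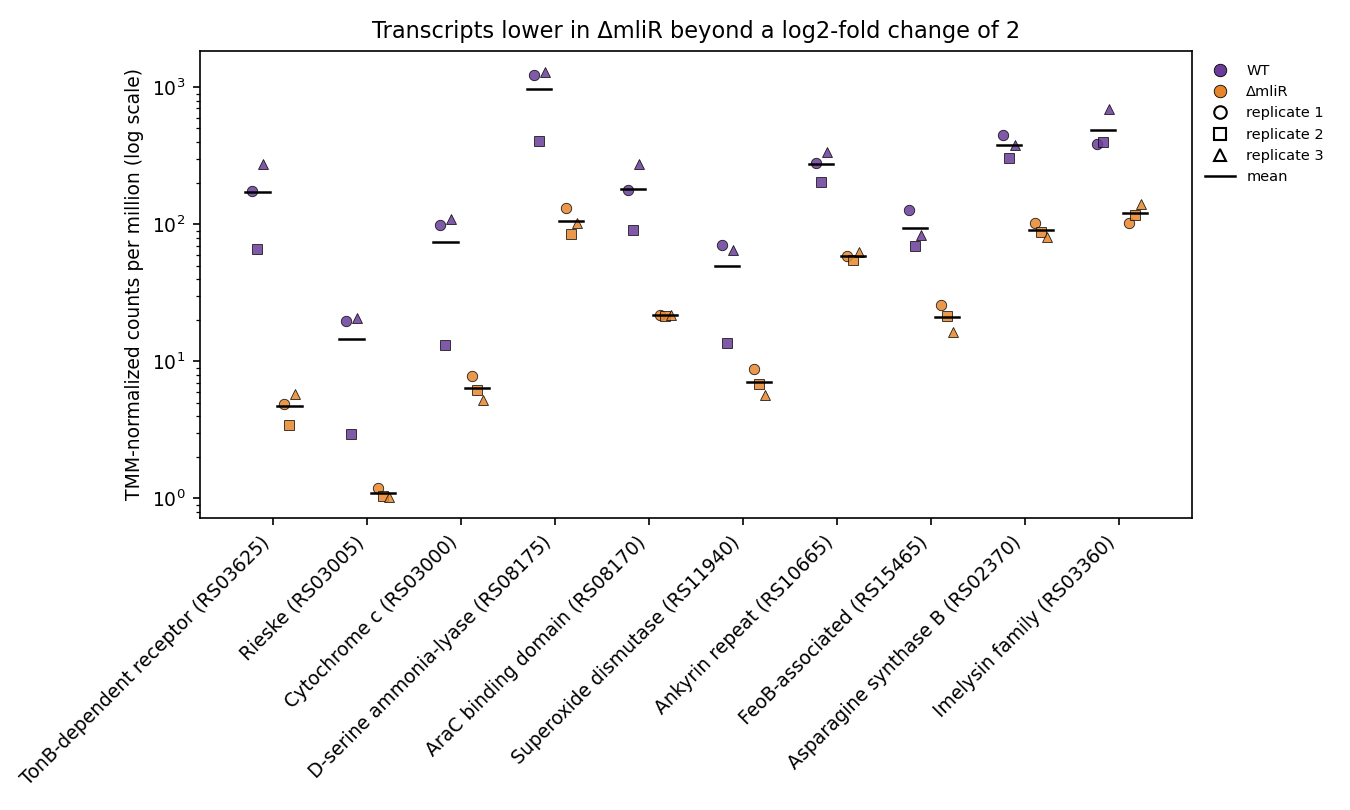
TMM-normalized CPM (log scale) of the 10 transcripts of Supplementary Table S3 that were lower beyond a log2-fold change of 2, in WT (purple) and Δ*mliR* (orange). Symbols are the 3 replicates of each strain and lines their means. In all 10, each WT point lies above each mutant point, and WT replicate 2 (squares) is the lowest WT point in all but the imelysin family gene.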

In contrast, only one transcript encoding a DNA polymerase IV with log_2_-fold change < –2 was found to be upregulated in the Δ*mliR.*

To confirm the differentially expressed genes (DEGs) identified in our transcriptome analysis, 10 randomly selected DEGs were evaluated by Reverse transcription quantitative real-time PCR (RT-qPCR). The RT-qPCR results showed that 8 down-regulated DEGs [such as TonB-dependent receptors, ATP binding cassette (ABC) transporters and Cytochrome *c*] demonstrated higher expression levels in WT than in Δ*mliR* (Figure 5). The two up-regulated DEGs (DNA polymerase III subunit alpha and DNA polymerase IV, involved in DNA repair) showed lower expression levels in WT than in Δ*mliR*. Expression trends were consistent for all transcripts in RT-qPCR and RNA-seq analyses.

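The text counts 10 transcripts, 8 of them downregulated, while Figure 5 shows 11, of which 9 are lower. In RNA-seq, all 11 transcripts of Figure 5 were called by edgeR's quasi-likelihood test in the direction shown there, 9 lower and 2 higher in Δ*mliR*, with adjusted p of at most 0.0378 over all genes tested, and all 11 also when adjusted over the list alone; limma-voom called 8 of them. The study took these transcripts from its own RNA-seq result, so the list is not independent evidence. The zinc and manganese transporter genes *BZARG_RS06310* and *BZARG_RS06315* had log2-fold changes of −1.36 and −1.35 (standard errors 0.23 and 0.26). DNA polymerase III subunit alpha (*BZARG_RS01935*) rose from 43.7 ± 5.78 CPM in WT to 143 ± 5.97 in Δ*mliR* (SD, n = 3 each), a log2-fold change of 1.71 (adjusted p = 0.0032 from edgeR's quasi-likelihood test). The transcript of *glyA* (*BZARG_RS11415*), to which the RT-qPCR levels were normalized, had 686 ± 77.8 CPM in WT and 451 ± 22.2 in Δ*mliR*, a log2-fold change of −0.60 (standard error 0.12, adjusted p = 0.0314 from edgeR's quasi-likelihood test). This *glyA* call was lost without any one mutant library (adjusted p of 0.0943 to 0.167 from edgeR's quasi-likelihood test) and without WT replicate 3 (0.0656). Of the 11 transcripts, 3, 2 and 2 were called without mutant replicate 1, 2 or 3, and 6 without WT replicate 3.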

**FIGURE 5:**
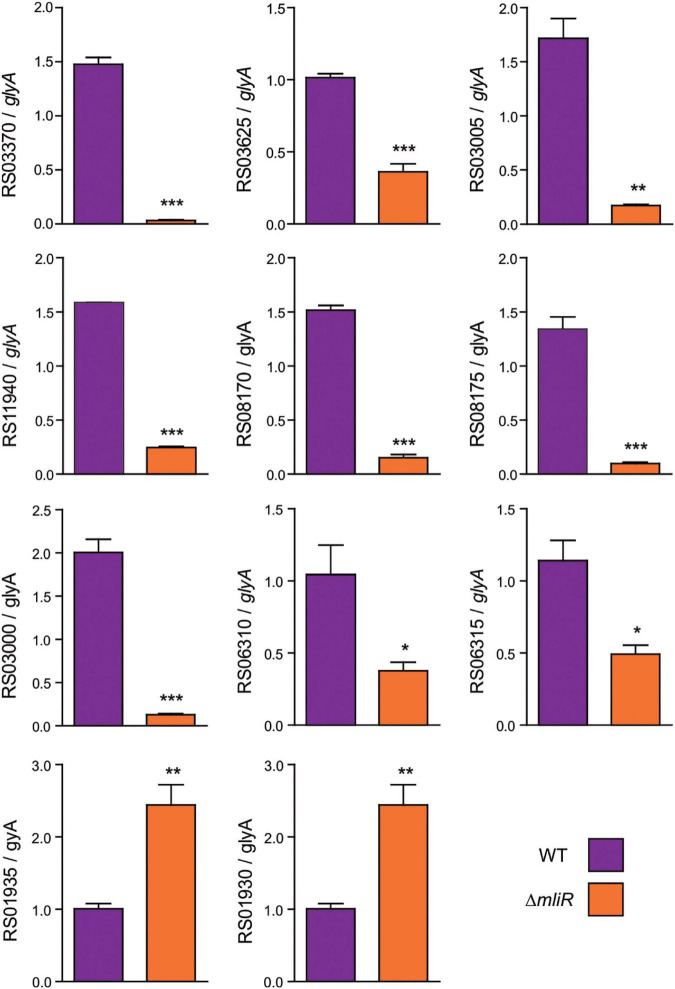
RT-qPCR of selected differentially expressed genes identified in the transcriptome analysis. Total cDNA from WT and Δ*mliR B. argentinensis* JUB59 was prepared. Transcript levels were measured by RT-qPCR using cDNAs as template and the primers listed in Supplementary Table S1. Transcript levels were normalized to that of the serine hydroxymethyltransferase A (*glyA*) housekeeping. The statistical significance was assessed by Student’s *t*-test. *p < 0.05; **p < 0.01; ***p < 0.001. *BZARG_RS03625*: TonB-dependent receptor; *BZARG_RS03370*: TonB-dependent receptor; *BZARG_RS03005*: Rieske (2Fe–2S) protein; *BZARG_RS11940*: Superoxide dismutase; *BZARG_RS08175*: D-serine ammonia-lyase; *BZARG_RS08170*: AraC binding Domain; *BZARG_RS03000*: Cytochrome c; *BZARG_RS06310*: Mn^2+^/Zn^2+^ ABC transporter; *BZARG_RS06315*: Zn^2+^ ABC transporter; *BZARG_RS01930*: DNA polymerase IV; *BZARG_RS01935*: DNA polymerase III subunit alpha.

To assess the possible functional significance associated with MliR activity, we performed an enrichment analysis of the differential expression data using the FunRich tool (Fonseka et al., 2021). The analysis was focused on genes that displayed log_2_-fold change values higher than 1 and presented annotated data on its molecular function, biological process or sub-cellular localization at the Uniprot database. 

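Of the 34 transcripts lower beyond a log2-fold change of 1 in edgeR's quasi-likelihood test, 25 carry a name in Supplementary Table S3. The 10 metal ion transport genes of that table were all lower, as were 3 antioxidant proteins, 1 iron-sulfur cluster assembly protein, 2 electron transfer proteins and 4 enzymes that act on amino acids or their products. The AraC-family regulator *BZARG_RS03620*, beside the receptor gene *BZARG_RS03625* on contig 10 and on the opposite strand, fell from 22.4 ± 1.59 CPM in WT to 9.2 ± 2.6 in Δ*mliR* (SD, n = 3 each; log2-fold change −1.29, adjusted p = 0.0265 from edgeR's quasi-likelihood test). Its call ended without any one mutant library (adjusted p of 0.0742 to 0.149 from edgeR's quasi-likelihood test) and without WT replicate 2 or 3 (0.0582 and 0.0684). The genes come from the study's own list, which was chosen on these libraries, and are not independent evidence. The groups follow the paper's text, except that of the 4 enzymes, which was put together here from the names in the table. The enrichment itself was not repeated, since the count files do not pair genes with functions.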

As shown in Supplementary Figure S6, most of the downregulated genes in Δ*mliR* strain encoded proteins involved in iron homeostasis, transmembrane transport and metal ion transport. These three biological processes exhibited the highest enrichment within the downregulated transcripts. The genes classified in these categories included two TonB-dependent receptors (siderophore uptake), a TonB energy transducer, four metal ion ABC transporters (for Fe^+3^, Mn^2+^, and Zn^2+^) and three proteins involved in Fe^2+^ uptake. In addition, biological processes associated with oxidative stress, cellular amino acid metabolism and iron-sulfur cluster assembly showed a lower degree of enrichment.

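Each of the 10 metal ion transport genes named here was lower in Δ*mliR*, with adjusted p of at most 0.0312 from edgeR's quasi-likelihood test. The second TonB-dependent receptor (*BZARG_RS03370*), on contig 10, fell from 766 ± 96.3 CPM in WT to 302 ± 27.4 in Δ*mliR* (SD, n = 3 each), a log2-fold change of −1.34 (standard error 0.13, adjusted p = 0.00589 from edgeR's quasi-likelihood test). The TonB energy transducer (*BZARG_RS04165*) fell by 1.10 on the log2 scale, from 66.9 ± 2.65 to 31.1 ± 0.715 CPM. Among the ABC transporter genes, that for Fe3+ (*BZARG_RS02620*) had a log2-fold change of −1.13 and the Mn2+/Zn2+ gene *BZARG_RS06300* had −1.14. The genes for Fe2+ transport proteins A (*BZARG_RS06335*) and B (*BZARG_RS06330*) had log2-fold changes of −1.37 and −1.22 (standard errors 0.24 and 0.14, adjusted p = 0.0254 and 0.00718 from edgeR's quasi-likelihood test). The study chose these genes on the same libraries, so their shared direction is not independent evidence. The 4 ABC transporter and 3 Fe2+ uptake genes all lost their call without mutant replicate 1, 2 or 3 (adjusted p of 0.0525 to 0.161 from edgeR's quasi-likelihood test), and 1 and 2 were called without WT replicate 3. Without a mutant library their log2-fold changes stayed at −1.46 to −1.07 and −2.33 to −1.22. The 3 outer membrane genes had 1, 0 and 0 calls without mutant replicate 1, 2 or 3 (adjusted p up to 0.0731 from edgeR's quasi-likelihood test). In these fits the log2-fold change of the TonB energy transducer stayed at −1.14 to −1.09.

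**Figure D3:**
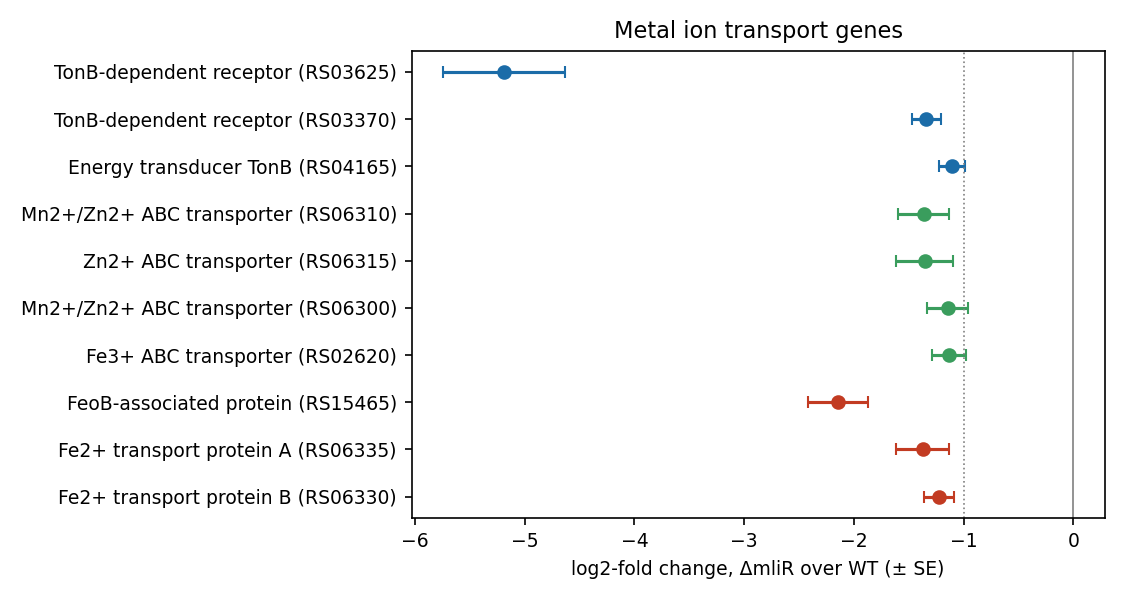
Log2-fold change in Δ*mliR* over WT of the 10 metal ion transport genes, with the standard error as bars, for outer membrane uptake (blue), ABC transporters (green) and Fe2+ uptake (red). The dotted line marks a log2-fold change of −1, and all 10 points lie to its left.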

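The genes behind this process were not taken from Supplementary Figure S6, which was not at hand. The 4 enzymes of Supplementary Table S3 that were put in this group here by their names were all lower in Δ*mliR*, with adjusted p of at most 0.0285 from edgeR's quasi-likelihood test. The glutamate, leucine, phenylalanine and valine dehydrogenase gene (*BZARG_RS13660*) fell from 1134 ± 285 to 569 ± 32.2 CPM (SD, n = 3 each), a log2-fold change of −0.99 (standard error 0.18). The gene for 3-hydroxyanthranilate 3,4-dioxygenase (*BZARG_RS04810*) fell from 185 ± 32.7 to 91.7 ± 2.9 CPM, a log2-fold change of −1.01 (standard error 0.15). A rhodanese-like protein (*BZARG_RS02085*) of the same table had a log2-fold change of −1.02 (adjusted p = 0.0359 from edgeR's quasi-likelihood test). The table was drawn from these libraries, so the counts are not independent evidence. Of the 4 enzymes, 1, 0 and 1 were called without mutant replicate 1, 2 or 3 and 3 without WT replicate 3, while the rhodanese-like gene lost its call without any one mutant library and without WT replicate 2 or 3 (adjusted p up to 0.172 from edgeR's quasi-likelihood test).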

On the other hand, the upregulated genes in Δ*mliR* strain showing the highest enrichment mainly encoded proteins associated with translation, DNA repair/replication and RNA processing. 

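The paper's text ties the 2 DNA polymerase genes to DNA repair; Supplementary Figure S6 was not at hand, so the other genes given here were chosen by their names and functions in Supplementary Table S3. The single-stranded DNA-binding protein (*BZARG_RS07020*) rose from 23.1 ± 3.51 CPM in WT to 50.9 ± 6.61 in Δ*mliR* (SD, n = 3 each), a log2-fold change of 1.14 (standard error 0.17, adjusted p = 0.0186 from edgeR's quasi-likelihood test). The GIY-YIG nuclease family gene (*BZARG_RS08510*) had a log2-fold change of 1.02 (adjusted p = 0.108 from edgeR's quasi-likelihood test, 0.00547 with the block). Its adjusted p was 0.0333 with DESeq2 and 0.07 with limma-voom. In edgeR's quasi-likelihood test it was 0.0065 without WT replicate 1 and 0.181 to 0.274 without any other one library. The DEAD/DEAH box helicase (*BZARG_RS05190*) rose from 434 ± 52.9 to 878 ± 110 CPM (adjusted p = 0.0142 from edgeR's quasi-likelihood test). The gene for 30S ribosomal protein S21 (*BZARG_RS11920*), at 155 ± 48.8 CPM in Δ*mliR* and 73.6 ± 47.2 in WT, had a log2-fold change of 1.07 (standard error 0.52, adjusted p = 0.226 from edgeR's quasi-likelihood test, 0.00254 with the block). DESeq2 (0.124) and limma-voom (0.171) did not call it. With any one library left out its adjusted p was 0.132 to 0.481 from edgeR's quasi-likelihood test. The list was chosen by the study on these libraries and is not independent evidence. The 2 polymerase genes rose in edgeR's quasi-likelihood test and kept their call without each mutant library in turn, while the binding protein and the helicase lost theirs there and without WT replicate 3 (adjusted p up to 0.12 and 0.0909 from edgeR's quasi-likelihood test).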

A lesser extent of enrichment, however, was observed for efflux transmembrane transport, lipid metabolic process and intracellular signal transduction.

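Of the genes in Supplementary Table S3, the DMT family transporter (*BZARG_RS13015*) was taken here, by its name, for efflux. It had 4.04 ± 1.33 CPM in Δ*mliR* and 1.83 ± 0.517 in WT (SD, n = 3 each), a log2-fold change of 1.12 (standard error 0.34). Its adjusted p was 0.0857 from edgeR's quasi-likelihood test, 0.00781 with the replicate number as a block and 0.0445 with DESeq2. With any one library left out it was 0.101 to 0.282 from edgeR's quasi-likelihood test. A helix-turn-helix regulator of the same table (*BZARG_RS00585*), at 527 ± 114 CPM in Δ*mliR* and 243 ± 90.6 in WT, had an adjusted p of 0.0705 from edgeR's quasi-likelihood test and 0.000404 with the block. Its adjusted p was 0.00739 with DESeq2 and 0.0648 with limma-voom. In edgeR's quasi-likelihood test it was 0.023 without WT replicate 1 and 0.095 to 0.243 without any other one library.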

### The *mliR*-deletion mutant is deficient in iron, manganese, and zinc uptake

Based on our results showing downregulation of iron homeostasis and metal transport-related genes in the *mliR*-deletion mutant (Figure 5 and Supplementary Figure S6), we wondered if this deficiency could in fact alter its intracellular metal concentration. To address this issue, we used inductively coupled plasma mass spectrometry (ICP-MS) to compare the intracellular concentration of iron, manganese and zinc of WT and Δ*mliR* cells harvested at exponential phase. As depicted in Figure 6, Δ*mliR* cells showed significantly lower levels of iron, manganese and zinc than WT cells, thus revealing a clear correlation between altered ion transport processes and a metal deficiency phenotype in the *mliR*-deletion mutant.

**FIGURE 6:**
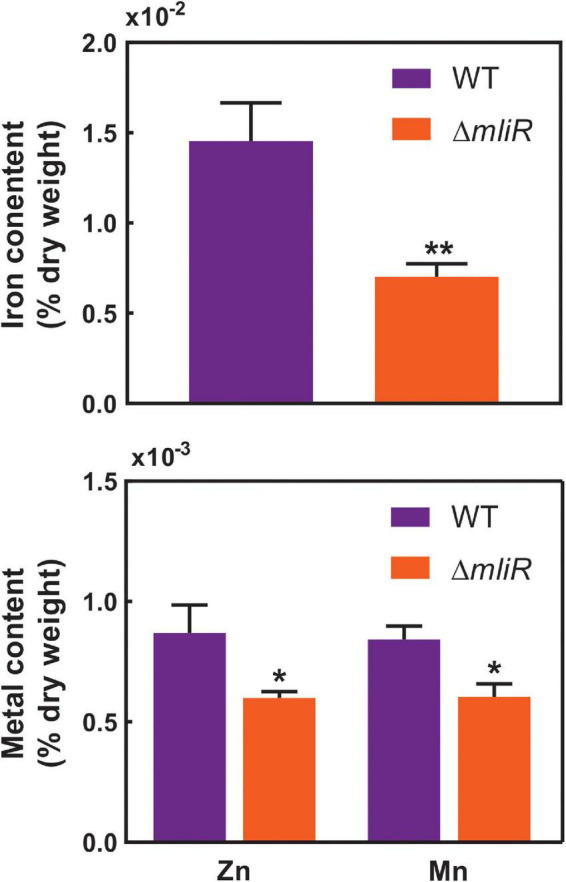
Intracellular concentration of metal ions in WT and Δ*mliR* cells. Metal ion concentration was determined by inductively coupled plasma mass spectrometry (ICP-MS). Metal content is expressed as % of dry weight. The statistical significance was assessed by Student’s *t*-test. *p < 0.05; **p < 0.001.

### The expression of *mliR* is modulated in response to the extracellular concentration of ferric citrate in WT *Bizionia argentinensis* JUB59

By means of a global transcriptional analysis of the WT and the Δ*mliR B. argentinensis* JUB59 strains we revealed that MliR was associated with the upregulation of iron uptake-related proteins, leading to the idea that MliR could respond to extracellular iron availability and may play a role in the homeostasis of this metal. To investigate this issue, we determined by RT-qPCR the mRNA levels of the *mliR* gene in WT cells after four hours exposure to varying ferric citrate concentrations (0 mg/l up to 1000 mg/l). 

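Some transcripts beside listed genes of iron uptake and electron transfer were also lower in Δ*mliR*. The gene next to that for Fe2+ transport protein A was not (log2-fold change 0.40). The HTTM domain gene (*BZARG_RS03365*), itself listed in Supplementary Table S3, lies between the imelysin family gene and the TonB-dependent receptor gene *BZARG_RS03370* on contig 10 (59645 to 61027, plus strand). It fell from 187 ± 33.7 CPM in WT to 66.6 ± 5.27 in Δ*mliR* (SD, n = 3 each). Its log2-fold change was −1.49 (standard error 0.16, adjusted p = 0.00597 from edgeR's quasi-likelihood test). *BZARG_RS03010*, 100 bases after the Rieske gene on contig 9, had 164 ± 123 CPM in WT and 10.6 ± 2.12 in Δ*mliR*, a log2-fold change of −3.95 (standard error 0.74, adjusted p = 0.03 from edgeR's quasi-likelihood test). Both lost their call without any one mutant library, with adjusted p of 0.0525 to 0.0704 for the first and 0.0956 to 0.165 for the second from edgeR's quasi-likelihood test, and the second also without WT replicate 3 (0.0663) and with limma-voom (0.0711).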

The *mliR* transcripts showed a significantly threefold enhancement when ferric citrate was increased from 0 mg/l to 1000 mg/l (Figure 7). This result is consistent with the notion that MliR is a transcriptional regulator whose expression is modulated by the extracellular concentration of iron.

**FIGURE 7:**
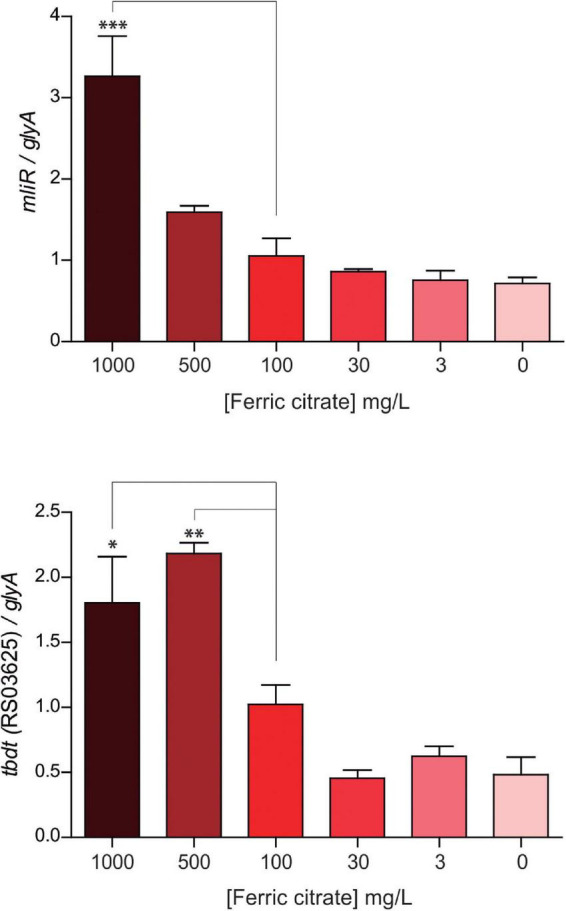
Expression of *mliR* as a function of the extracellular concentration of ferric citrate. WT *B. argentinensis* JUB59 was gown in iron-free Marine Broth 2216 supplemented with various concentrations of ferric citrate, as indicated. The suspensions were incubated for 4 h at 22°C. Total cDNA was prepared and transcripts levels were measured by RT-qPCR. Transcript levels of *mliR* and *tbdt* (RS03625) were normalized to that of the serine hydroxymethyltransferase A (*glyA*) housekeeping. The statistical significance was assessed by Student’s *t*-test. *p < 0.05; ^**^p < 0.01; ^***^p < 0.001.

Additionally, we examined the expression of a TonB-dependent receptor (*BZARG_RS03625*), one of the highly downregulated transcripts in Δ*mliR* strain and thought to be involved in iron uptake through siderophores. Notably, the *BZARG_RS03625* transcript levels displayed a significant twofold increment when ferric citrate was increased from 0 mg/l to 500 mg/l, thus showing a similar behavior to *mliR* transcripts (Figure 7). This observation is in agreement with our results in RNA-seq analysis and reinforces the idea that MliR could act as a positive transcriptional regulator.

### Nuclear magnetic resonance-based metabolomics shows global metabolic changes and impaired 3-deoxy-manno-octulosonate-8-phosphate (Kdo-8-P) production in *mliR*-deletion mutant

To identify metabolic changes in the *mliR*-deletion mutant, we carried out untargeted ^1^H-NMR metabolomics on methanol-extracted samples from bacterial cells grown in marine broth and harvested at exponential phase. A total of 32 compounds were detected and identified in WT and Δ*mliR* cells, including most amino acids, carboxylic acids, and nucleotides (Figure 8 and Supplementary Table S4). A principal component analysis (PCA) and a partial least square-discriminant analysis (PLS-DA) were performed in order to detect the differences among WT and Δ*mliR* cells (Figure 8B and Supplementary Figure S4). In the PCA, the two first principal components (PC) explained more than 70% of the total variation, giving a clearer separation between groups.

**FIGURE 8:**
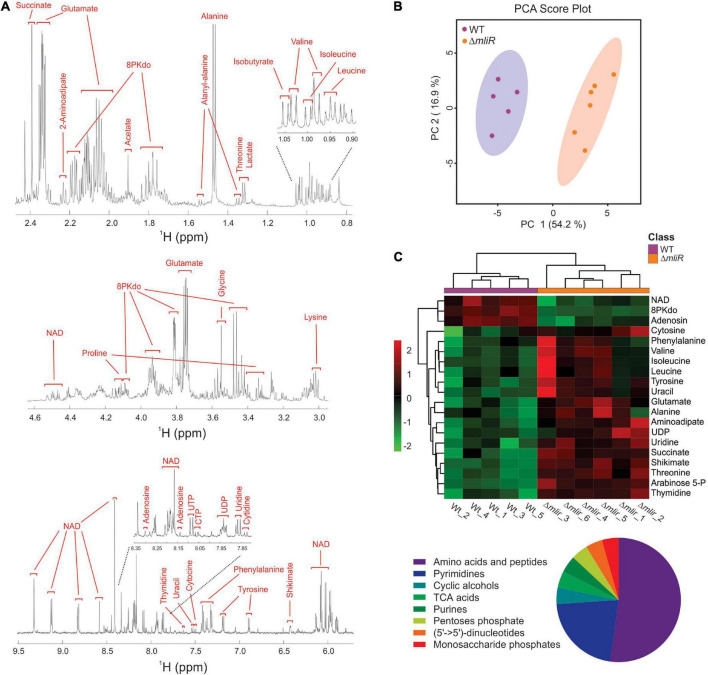
Untargeted ^1^H-NMR metabolomics of *B. argentinensis* JUB59. **(A)** Typical 600 MHz ^1^H-NMR spectrum of WT cells. Assigned resonances of specific metabolites are indicated in red. **(B)** PCA score plot derived from the 600 MHz ^1^H NMR spectra of WT (purple dots) and Δ*mliR* (orange dots) samples. **(C)** Multivariate hierarchical cluster analysis of significant differentially metabolites between WT (purple) and Δ*mliR* (orange) samples. The proportions of enriched class of significant differentially metabolites are depicted below in a pie chart.

In order to analyze the variation for each identified metabolite and visualize general grouping information, an unsupervised multivariate hierarchical cluster analysis (HCA) was performed (Figure 8C and Supplementary Table S5). The dendrograms grouped compounds into two clusters, where a large proportion of metabolites were increased in Δ*mliR* cells, mainly amino acids, pyrimidine nucleotides and organic acids.

From our global transcriptional analysis we found that *Rieske* and *Cytochrome c* transcripts were significantly downregulated in Δ*mliR* cells (Supplementary Table S3). 

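The Rieske (2Fe-2S) gene (*BZARG_RS03005*) had 14.5 ± 9.99 CPM in WT and 1.09 ± 0.0902 in Δ*mliR* (SD, n = 3 each). This was a log2-fold change of −3.71 (standard error 0.71, adjusted p = 0.0312 from edgeR's quasi-likelihood test). Cytochrome c (*BZARG_RS03000*), 11 bases upstream on the plus strand of contig 9 (21285 to 22475), had 73.8 ± 52.7 CPM in WT and 6.39 ± 1.31 in Δ*mliR*, a log2-fold change of −3.52 (standard error 0.72, adjusted p = 0.0378 from edgeR's quasi-likelihood test). Every WT library lay above every mutant library for both genes. The 2 genes lost their call when any one mutant library was left out (adjusted p of 0.103 to 0.18 from edgeR's quasi-likelihood test), without WT replicate 3 (0.0767 and 0.0804) and with limma-voom (0.0711 and 0.096).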

Rieske is an iron–sulfur protein component of the cytochrome bc1 complex in bacteria (respiratory protein complex III) (Rieske et al., 1964; Kaila and Wikstrom, 2021). Cytochrome c is a small protein that functions as an electron carrier between respiratory protein complexes III and IV (Kaila and Wikstrom, 2021). Consequently, the electron flow of the respiratory chain is expected to be diminished in the Δ*mliR* mutant. For instance, the activity of the succinate dehydrogenase (respiratory protein complex II), which reduces the membranous pool of ubiquinone via succinate, is also thought to be decreased. In line with this view, our metabolomics analysis clearly showed that succinate was markedly accumulated in the Δ*mliR* strain (Supplementary Figure S5). Accordingly, the activity of the tricarboxylic acids (TCA) cycle may be affected in the Δ*mliR* mutant.

Pool sizes of free amino acids represent the interplay between synthesis, degradation, and protein turnover. Most amino acids detected in our study were significantly accumulated in Δ*mliR* strain (i.e., Phe, Val, Ile, Leu, Tyr, Glu, Ala, and Thr) in comparison with WT strain (Figure 8C and Supplementary Figure S5). Additionally, shikimate, a substrate for the synthesis of aromatic amino acids, was significantly augmented in Δ*mliR* strain. Since several tRNAs were also found to be increased in Δ*mliR* strain with respect to WT strain (Supplementary Table S3), we hypothesize that higher levels of free amino acids in Δ*mliR* cells could be in part due to a decrease in *de novo* protein synthesis. Furthermore, the deficiency in the TCA cycle, a multiple entry point for amino acids, may contribute to the accumulation of free amino acids in the *mliR*-deletion mutant.

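The 6 tRNA genes of Supplementary Table S3 had log2-fold changes of 1.01 to 1.95 in Δ*mliR* over WT. tRNA-Met (*BZARG_RS05935*) rose from 2.06 ± 0.903 CPM in WT to 6.56 ± 1.89 in Δ*mliR* (SD, n = 3 each), with an adjusted p of 0.048 from edgeR's quasi-likelihood test (0.0576 with the trend over gene length removed). tRNA-Phe (*BZARG_RS08515*) had 0.82 ± 0.544 CPM in WT and 3.07 ± 1.07 in Δ*mliR* (adjusted p = 0.0572 from edgeR's quasi-likelihood test). The remaining 4, for Gln, Pro, Leu and Lys, had adjusted p of 0.0532 to 0.0927 from edgeR's quasi-likelihood test. With the replicate number as a block all 6 were called (adjusted p at most 0.00429), and all 6 also with DESeq2 and when adjusted over the list alone, which was chosen by the study on these libraries; limma-voom called 4. In edgeR's quasi-likelihood test, the tRNA-Met call ended without any one mutant library and without WT replicate 2 or 3 (adjusted p up to 0.172), while all 6 were called without WT replicate 1 (adjusted p at most 0.0499). The features under 100 bp together took 0.0804% to 0.188% of the counts of a library.

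**Figure D4:**
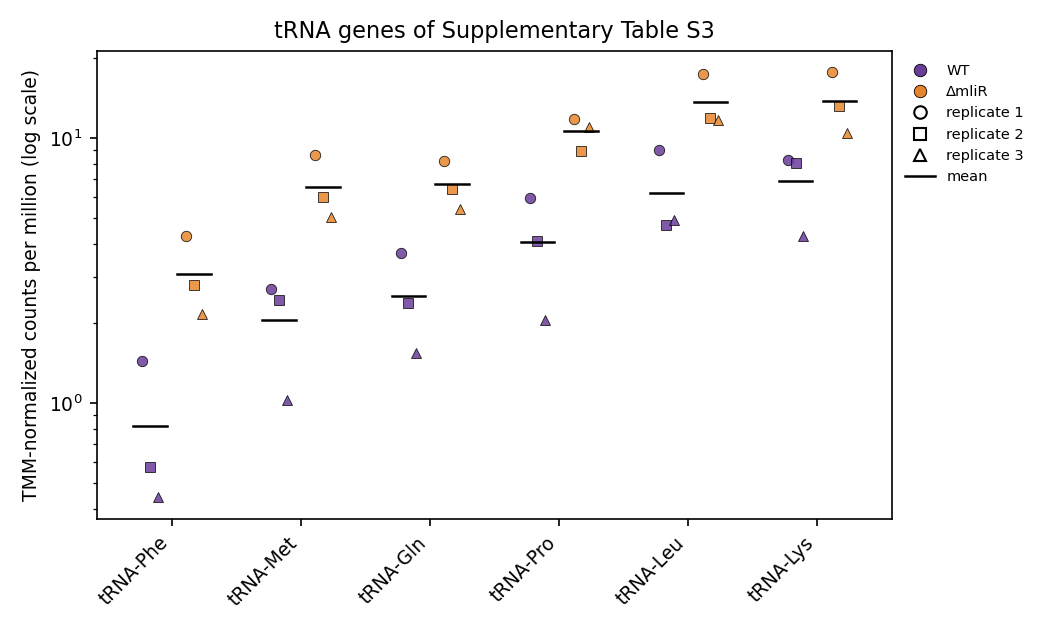
TMM-normalized CPM (log scale) of the 6 tRNA genes in WT (purple) and Δ*mliR* (orange). Symbols are the 3 replicates of each strain and lines their means. WT replicate 1 (circles) is the highest WT point for each of the 6 genes.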

As an elemental redox carrier, NAD^+^ receives hydride from metabolic processes including glycolysis, the TCA cycle, and fatty acid oxidation to form NADH (Xie et al., 2020). As previously reported, *B. argentinensis* JUB59 is unable to perform glycolysis (Bercovich et al., 2008), thus TCA cycle and fatty acid oxidation are, in principle, the main NADH producing systems in this bacterium. As mentioned above, deletion of *mliR* would generate a deficiency in TCA, therefore, NAD^+^ utilization and NADH production would be also reduced. In this regard, it has been shown that NAD^+^ biosynthesis is controlled according to the nutritional status in bacterial cells (Santos et al., 2020). In line with this, we found that NAD^+^ levels were significantly lower in Δ*mliR* strain than in WT strain (Figure 8C and Supplementary Figure S5). Hence, our results are consistent with an energy restriction and a decreased NAD^+^ recycling capacity of Δ*mliR* cells with respect to WT cells.

Nucleotide biosynthesis is essential for bacterial life, with the end products involved in multiple cellular functions (Goncheva et al., 2022). In Particular, *de novo* pyrimidine biosynthesis ultimately produces thymine, uracil, and cytosine nucleotides, which are also modified and used for DNA and RNA replication (Goncheva et al., 2022). Our results clearly showed a significant increase in metabolites involved in the pyrimidine biosynthesis pathway (i.e., cytosine, uracil, thymidine, uridine, and UDP) in Δ*mliR* cells with respect to WT cells (Figure 8C and Supplementary Figure S5). We speculate that higher levels of pyrimidine nucleotides are indicative of reduced DNA and RNA replication in the *mliR*-deletion mutant.

Despite the fact that most amino acids were found to be significantly increased in Δ*mliR* cells, both lysine and aspartate were decreased as compared to WT cells (Supplementary Figure S5). Additionally, a significant accumulation of aminoadipate was observed in *mliR*-deletion strain (Figure 8C and Supplementary Figure S5). Interestingly, these three metabolites are involved in pathways of lysine synthesis (aspartate pathway) and degradation (saccharopine pathway) (Serrano et al., 2012). The reduced levels of aspartate and lysine together with aminoadipate accumulation suggest that lysine degradation rate is increased in Δ*mliR* strain with respect to WT strain. The activation of the lysine degradation pathway in Δ*mliR* could arise in response to a deficiency in the TCA cycle, in order to regenerate NAD^+^, and/or to an increase in siderophore biosynthesis, in response to a deficit of intracellular iron concentration (Burrell et al., 2012).

Strikingly, 3-deoxy-manno-octulosonate-8-phosphate (Kdo-8-P), showed significantly lower levels in the Δ*mliR* strain than in WT strain (Figure 8C and Supplementary Figure S5). Kdo-8-P is a precursor in the biosynthetic pathway of 3-deoxy-manno-octulosonate (Kdo) (Levin and Racker, 1959), which is the main component of the inner core of bacterial LPS. In bacteria, the biosynthetic pathway of Kdo-8-P has been well characterized and involves two enzymes; (i) D-arabinose-5-phosphate isomerase (KdsD), that converts D-ribulose-5-phosphate (Ru5P) into D-arabinose-5-phosphate (A5P), and (ii) Kdo-8-P synthase (KdsA), a metal-dependent enzyme that catalyzes the condensation of A5P and phosphoenol pyruvate (PEP) to generate Kdo-8-P (Smyth and Marchant, 2013). Interestingly, in contrast to Kdo-8-P, we found that A5P was significantly increased in Δ*mliR* cells as compared with WT cells (Figure 8C and Supplementary Figure S4). On the other hand, RNA-seq analysis showed no significant differences in *Ru5P* and *KdsA* mRNAs between Δ*mliR* and WT cells. Therefore, our results strongly suggest that the reaction catalyzed by KdsA could be inhibited in Δ*mliR* cells due to a cytoplasmic metal deficiency.

### *mliR*-deletion mutant shows altered lipopolysaccharide composition

The outer membrane of Gram-negative bacteria is composed principally of lipopolysaccharide (LPS) and phospholipids. LPS has three main structural components: a hydrophobic anchor, lipid A; a complex oligosaccharide, core, further divided into inner core (IC) and outer core (OC); and an O-polysaccharide (OPS) chain composed of repeats (O units) of sugar residues (Guest et al., 2021). Kdo is an anionic eight-carbon sugar and is the central component of the inner core connecting the lipid A to the oligosaccharide chain. As shown above, Kdo-8-P is significantly reduced in *mliR* mutant, thereby altering the biosynthesis of Kdo. In this context, we wondered if this metabolic deficit could alter the LPS structure in Δ*mliR*. To this end, we analyzed the LPS compositions of WT and Δ*mliR* cells by periodate oxidation of carbohydrates followed by silver staining SDS-PAGE. The LPS profile of the WT strain showed the presence of one low-molecular-mass band assigned to the lipid A and a smeared band associated to the core region (Figure 9A). Since no carbohydrates-stained bands of slower mobility were detected, our results suggested that LPS molecules from WT *B. argentinensis* JUB59 were made up of lipid A and a core oligosaccharide. On the other hand, the LPS profile of the Δ*mliR* strain was composed of a single low-molecular-band attributed to the lipid A component while a band associated to the core region was undetectable (Figure 9A). This observation is in line with our metabolomics results and strongly suggests that the deficit in the synthesis of Kdo-8-P directly alters the WT architecture of the LPS in Δ*mliR* cells.

**FIGURE 9:**
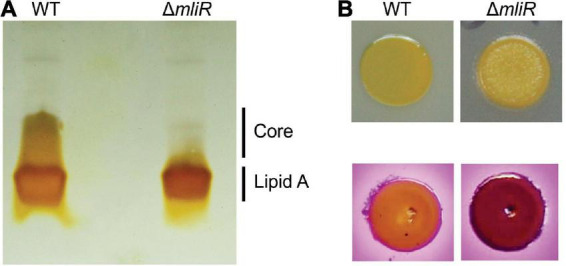
Lipopolysaccharide (LPS) structure of WT and *mliR*-deletion mutant *B. argentinensis* JUB59. **(A)** Outer membrane fractions were prepared and analyzed by SDS-PAGE after carbohydrate-specific periodate oxidation and silver staining. **(B)** Upper panel: surface colony appearance; lower panel: crystal violet-ammonium oxalate staining.

In order to investigate the impact of altered LPS in Δ*mliR* phenotype, we analyzed surface colony appearance and performed crystal violet-ammonium oxalate staining. The results showed that Δ*mliR* cells formed drier macrocolonies and presented higher crystal violet absorption than WT cells (Figure 9B). Therefore, our findings revealed that modified LPS from Δ*mliR* strain induced a rougher phenotype in comparison with WT cells. This phenotype was compatible with shorter LPS in Δ*mliR* strain (Figure 9A) as a consequence of a deficit in the synthesis of Kdo-8-P (Figure 8C and Supplementary Figure S5).

## Discussion

From a biochemical or metabolic perspective, iron is the most valuable metal in biological systems. The central role of this metal makes it a determinant of bacterial pathogenesis, invasiveness and survival (Klebba et al., 2021). A key factor for regulating the intracellular iron availability is the action of various iron uptake systems. In Gram-negative cells TonB-dependent transporters (TBDT) (Morton and Williams, 1989) adsorb ferric iron complexes, and facilitated by TonB-ExbB-ExbD complex, internalize them through the outer membrane (OM) bilayer. Afterward, transport of ferric siderophores across the inner membrane requires a periplasmic binding protein (PBP) and an ABC transporter system. Once the ferric siderophore enters the cytoplasm, ferric ion is reduced to ferrous ion (Fe^2+^), which is destined for storage or incorporation into enzymes (Figure 10). In this context, our findings reveal that deletion of the *mliR* gene in *B. argentinensis* JUB59 causes a significant reduction in the expression of several metal ion transport genes, including two TonB-dependent receptors, a TonB energy transducer, four metal ion ABC transporters and three genes involved in iron uptake. These results are consistent with a significant decrease in the intracellular concentration of iron, manganese and zinc. Therefore, it may be assumed that MliR plays a major role in controlling the expression of ion acquisition genes, crucial to mediate metal homeostasis in cells.

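The reduced genes lie in a few places of the genome. On the minus strand of contig 20, between 6345 and 14472, stand the Mn2+/Zn2+ and Zn2+ ABC transporter genes (*BZARG_RS06300*, *BZARG_RS06310* and *BZARG_RS06315*), the FeoB-associated gene (*BZARG_RS15465*) and the genes for Fe2+ transport proteins B and A. On the plus strand of contig 10, the receptor gene *BZARG_RS03370* lies from 61008 to 63437, the receptor gene *BZARG_RS03625* from 110644 to 113061 and the TonB energy transducer gene from 199269 to 199994. The Fe3+ ABC transporter gene lies on contig 6, from 30600 to 31655 on the minus strand. In Δ*mliR*, the ABC transporter genes of contig 20 had 53.6 ± 5.36 CPM for *BZARG_RS06310*, 186 ± 23.2 for *BZARG_RS06315* and 32.7 ± 3.19 for *BZARG_RS06300*, against 138 ± 40.5, 475 ± 164 and 72.3 ± 15.6 in WT (SD, n = 3 each).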

**FIGURE 10:**
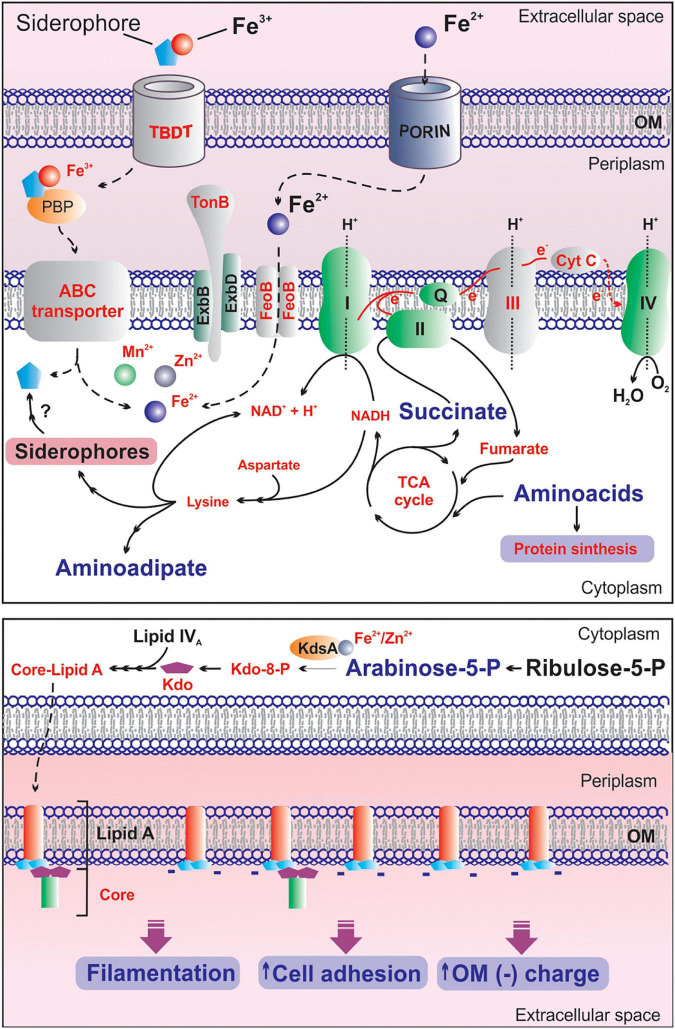
Proposed model on the effects of *mliR* deletion on iron homeostasis and the adaptive responses to intracellular metal deficiency in *B. argentinensis* JUB59. **Upper panel:** the main components of the iron uptake system, the electron transport chain and relevant metabolic pathways are illustrated. Light gray components indicated in red text are downregulated in *mliR*-deletion mutant. Metabolites highlighted in red and small text are decreased in *mliR*-deletion mutant with respect to WT strain. Metabolites highlighted in purple and big text are augmented in *mliR*-deletion mutant with respect to WT strain. See text for more details. **Lower panel:** schematic representation of the biosynthetic pathway of LPS. The lipid component of Lipid A (orange), *N*-acetyl-D-glucosamine phosphate (light blue), KDO, 3-Deoxy-D-manno-octulosonic acid (purple) and the core oligosaccharide (green) are represented. KdsA, Kdo-8-P synthase; OM, outer membrane. See text for more details.

Changes in iron availability require complex control over mechanisms involved in iron uptake. Iron deprivation can lead to death of an organism while an excess of iron can cause damage to cellular machineries through free radical formation via the Fenton Reaction (Fenton, 1894). In bacteria, the ferric uptake regulator (Fur) has been characterized so far as the primary transcription factor controlling components related to iron homeostasis (Chandrangsu et al., 2017). Fur was first described in *E. coli* as an iron-responsive repressor of iron uptake systems and represses its target genes when the intracellular concentration of iron exceeds threshold levels (Fuangthong and Helmann, 2003). In the absence of the metal, Fur-mediated repression is lifted and the iron uptake genes are transcribed (Skaar, 2010). In this context, we here describe a novel transcriptional regulator, not related to the Fur family protein, involved in iron homeostasis in *B. argentinensis* JUB59. Through bioinformatics analyses and structural comparisons we show that MliR is widely conserved in bacteria from a broad range of environments and has remarkable structural differences with members of the MerR and TnrA/GlnR protein families. Furthermore, contrary to Fur, our results suggest that MliR is actually a transcriptional activator devoid of an EBD domain and lacking conserved metal binding sites.

Our findings highlight the importance of MliR in iron homeostasis in *B. argentinensis* JUB59, being essential for sustaining at least 50% of total intracellular iron under non-limiting iron conditions. In this context, given the vital role previously assigned to Fur in iron homeostasis in bacteria, we investigated the presence of Fur homologs in *B. argentinensis* JUB59. By means of sequence homology searches we detected one putative Fur-related gene (*BZARG_RS00045*) in the genome of *B. argentinensis* JUB59. However, further studies are needed to stablish whether *BZARG_RS00045* regulates target genes implicated in iron homeostasis and how it would be related to MliR in terms of iron uptake, utilization and storage systems in *B. argentinensis* JUB59.

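The putative Fur gene (*BZARG_RS00045*) lies on the minus strand of contig 1 from 11277 to 11729. Its transcript had 226 ± 46.6 CPM in Δ*mliR* and 181 ± 59.8 in WT (SD, n = 3 each). The log2-fold change of 0.32 (standard error 0.28) did not pass edgeR's quasi-likelihood test (adjusted p = 0.483, and 0.345 to 0.819 with one library left out). With the replicate number as a block the log2-fold change was 0.36, with an adjusted p of 0.0314; this call ended with the trend over gene length removed as well (adjusted p = 0.0585), and the gene was not called without both replicate 1 libraries (0.113 from edgeR's quasi-likelihood test).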

In contrast to its ferric counterpart, ferrous iron usually exists in its free form where bacterial transport systems can directly take up the metal. In Gram-negative bacteria, ferrous iron is thought to diffuse freely through the outer membrane porins, so that it can enter the periplasm from where it can be transported into the cytoplasm via different transport systems (Ge and Sun, 2012; Figure 10). The main ferrous iron transport system that is present in both pathogenic and non-pathogenic bacteria is the Feo System (Lau et al., 2015). The *feoB* gene was first discovered in *E. coli* K12 and it encodes a multidomain transmembrane protein that consists of 773 amino acid residues (Kammler et al., 1993; Cartron et al., 2006). *E. coli ΔfeoB* strains are incapable of transporting ferrous iron (Kammler et al., 1993), and many studies have illustrated the importance of FeoB in bacterial virulence (Stojiljkovic et al., 1993; Boyer et al., 2002; Dashper et al., 2005; Aranda et al., 2009; Pandey and Sonti, 2010). Here we show that the mRNA expression levels of a FeoB-associated Cys-rich membrane protein are significantly reduced in Δ*mliR* as compared to WT *B. argentinensis* JUB59. This result suggests that, in addition to TonB-dependent ferric ion uptake, the regulatory role of MliR on iron transport could be extensive to ferrous iron transport systems.

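The FeoB-associated Cys-rich membrane protein is encoded by *BZARG_RS15465*, a reading frame of 141 bp on contig 20 (11987 to 12127, minus strand) next to the gene for Fe2+ transport protein B. Its transcript fell from 93.7 ± 30.8 CPM in WT to 21.2 ± 4.74 in Δ*mliR* (SD, n = 3 each). The log2-fold change was −2.14 (standard error 0.28, adjusted p = 0.0113 from edgeR's quasi-likelihood test). The gene for Fe2+ transport protein B itself went from 588 ± 102 to 252 ± 4.79 CPM. The FeoB-associated gene lost its call without any one mutant library, at adjusted p of 0.0525 to 0.0978 from edgeR's quasi-likelihood test.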

Taken together, these unique features may define MliR as a founding member of a new protein subfamily of transcriptional activators involved in iron homeostasis within the MerR superfamily. Further work needs to be done, however, in order to compare the molecular mechanisms underlying MliR-mediated transcription regulation with respect to cognate members of the MerR and TnrA/GlnR protein families.

In addition to the downregulation of metal ion transport genes, the *mliR*-deletion mutant show significant lower expression of iron utilization genes. 

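Per culture, Rieske (*BZARG_RS03005*) had 19.6, 2.95 and 20.9 CPM in WT replicates 1, 2 and 3, and cytochrome c (*BZARG_RS03000*) had 98.7, 13.2 and 109. In Δ*mliR* the highest values were 1.19 and 7.79 CPM. WT replicate 2 thus lay nearest to the mutant for both genes, at 0.146 and 0.127 of the mean of the other WT cultures, although its *mliR* level was 1.09 of theirs.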

Particularly, the expression of complex III and cytochrome C components of the electron transport chain are notably affected in Δ*mliR* mutant. As a consequence, the electron flow through the respiratory chain is expected to be limited in Δ*mliR* cells, affecting the proton-motive force that drives the synthesis of ATP. In this regard, the accumulation of succinate in Δ*mliR* strain accounts for a decrease in the succinate dehydrogenase activity (complex II), which in turn is consistent with a deficiency in the electron transport chain and impacts the functioning of the TCA cycle.

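*BZARG_RS14660*, an Mrp/NBP35 family gene on contig 99 (221243 to 222385, plus strand), fell from 1061 ± 317 CPM in WT to 409 ± 78.3 in Δ*mliR* (SD, n = 3 each). The log2-fold change was −1.38 (standard error 0.23, adjusted p = 0.0252 from edgeR's quasi-likelihood test). The superoxide dismutase gene *BZARG_RS11940* on contig 66 (73490 to 74092, minus strand) fell from 49.7 ± 31.3 to 7.13 ± 1.58 CPM, a log2-fold change of −2.80 (standard error 0.58, adjusted p = 0.0378 from edgeR's quasi-likelihood test). For the dismutase, WT replicate 2 lay at 0.202 of the mean of the other WT cultures. Both genes lost their call without any one mutant library (adjusted p of 0.0633 to 0.18 from edgeR's quasi-likelihood test) and without WT replicate 3 (0.0506 and 0.0822), and the dismutase also with limma-voom (0.077).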

Other genes involved in iron utilization are also downregulated in Δ*mliR* strain: (i) *Mrp/nbp35* (*BZARG_RS14660*), encoding for a putative iron-sulfur (Fe–S) cluster protein that would function as a scaffold to assemble nascent Fe–S clusters for transfer to Fe–S-requiring enzymes (Pardoux et al., 2019) and (ii) *Fe-dependent superoxide dismutase* (*BZARG_RS11940*), encoding an enzyme that catalyzes the de-activation of superoxide and requires iron for activity (Miller, 2012). Additionally, the expression of *BZARG_RS10675* (PepSY domain-containing protein) and *BZARG_RS02985* (OsmC family protein), two genes encoding putative enzymes with antioxidant activity, are as well significantly downregulated in Δ*mliR* strain.

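The PepSY domain gene *BZARG_RS10675*, on contig 46, fell from 118 ± 35.5 CPM in WT to 52.2 ± 4.08 in Δ*mliR* (SD, n = 3 each), a log2-fold change of −1.18 (standard error 0.22, adjusted p = 0.0289 from edgeR's quasi-likelihood test). The OsmC family gene *BZARG_RS02985*, on contig 9, fell from 63.9 ± 18.4 to 29.1 ± 4.58 CPM, a log2-fold change of −1.13 (standard error 0.23, adjusted p = 0.0378 from edgeR's quasi-likelihood test). Neither call held without any one mutant library or without WT replicate 3, and that of *BZARG_RS10675* was also lost without WT replicate 2 (adjusted p up to 0.164 and 0.169 from edgeR's quasi-likelihood test).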

Together, our findings not only provide evidence for the crucial role of MliR in regulating iron uptake systems, but also suggest its involvement in the control of genes related to iron utilization and the enzymatic response to metal-ion-mediated oxidative stress in *B. argentinensis* JUB59. It remains to be determined, however, whether the expression of these genes are directly or indirectly regulated by MliR.

Filamentation allows cells to extend across surfaces, excluding competitors and increasing cell surface area and contact, without substantially decreasing the cell surface-to-volume ratio. An increase in cell surface area enables an enhancement in transport across the membrane when extracellular nutrient concentrations are limiting (Button, 1991; Karasz et al., 2022). In this regard, the filament morphology of Δ*mliR* cell populations seems to arise in response to the deficit in intracellular metal ions concentration to adapt the cell surface area accordingly.

Our results clearly show that Δ*mliR* cells have a low production of Kdo-8-P together with an accumulation of D-arabinose-5-phosphate when compared to WT cells. These findings points toward the idea that the metal-dependent enzyme KdsA could be inhibited in Δ*mliR B. argentinensis* JUB59. In this regard, it has been shown that KdsA activity is strictly dependent on divalent metal ions (Duewel and Woodard, 2000). Therefore, diminished intracellular concentration of iron, zinc and manganese in Δ*mliR* cells could be affecting KdsA activity and, consequently, the synthesis of wild-type LPS. In line with this notion, missense mutations of *kdsA* gene have been linked to instability of the outer membrane, defects in FtsZ-ring formation and filamentous morphology in *E. coli* (Fujishima et al., 2002). In addition, several studies have addressed the relevance on LPS structure in modulating OM charge and facilitating cell attachment to surfaces, biofilm formation and metal uptake (Raetz et al., 2007; Clifton et al., 2016; Clark et al., 2021).

The findings presented here allow us to propose a model on the effects of *mliR* deletion on iron homeostasis and the adaptive response to intracellular metal deficiency in *B. argentinensis* JUB59 (Figure 10). Our results notably integrates transcriptional regulation, metal biology, energy metabolism, filamentation, cell membrane remodeling and cell adhesion, contributing to the understanding of the physiological orchestra that take place in bacteria in response to iron availability.

## Materials and methods

### Bacterial strains and media

Bacterial strains used in this study are listed in Supplementary Table S1. Wild-type and Δ*mliR Bizionia argentinensis* JUB59 strains were grown at 22°C in marine broth 2216 (Difco). Marine conjugation medium was prepared as previously reported (Zhu et al., 2017).

To test the role of iron in *B. argentinensis* JUB59 gene expression, cells were incubated in a modified iron-free Marine Broth 2216 lacking ferric citrate. The water used in media preparation was pre-treated with a Chelex 100 resin (Domingue et al., 1990). Iron-free Marine Broth was supplemented with various concentrations of ferric citrate, as indicated. *Escherichia coli* S17-1 λ pir was cultured in Luria broth (LB) liquid medium or on LB agar at 37°C. When necessary, antibiotics (Sigma) were added at the following concentrations: ampicillin, 100 μg/ml, erythromycin, 4 μg/ml and kanamycin, 50 μg/ml.

### Alignment of protein sequences

Homologous sequences were obtained with Blast^1^ and aligned with the MUSCLE server at the EBI (Madeira et al., 2019). Phylogeny was inferred using the Maximum likelihood method and JTT matrix-based model (Jones et al., 1992). Evolutionary analyses were conducted in MEGA X (Kumar et al., 2018) and tree visualization was performed with Dendroscope 3 (Huson and Scornavacca, 2012).

### Construction of the *mliR* deletion mutant in Wild-type *Bizionia argentinensis* JUB59

Plasmids and primers used in this study are listed in Supplementary Table S1. Our gene deletion strategy was based on a sacB system previously developed in *Z. galactanivorans* (Zhu et al., 2017, Supplementary Figure S2). First, a 2006 bp fragment including the first 18 bp of *mliR* and 1988 bp of upstream sequence was cloned into pYT313 (Zhu et al., 2017) to generate pYT313-1F. Subsequently, a 2036 bp fragment including the last 24 bp of *mliR* and 2012 bp of downstream sequence was cloned into pYT313-1F to generate the deletion construct pYT313-1F-2F. pYT313-1F-2F was introduced into *E. coli* S17-1 λ pir cells by electroporation. *E. coli* S17-1 λ pir cells harboring pYT313-1F-2F were grown overnight in LB supplemented with ampicillin, washed twice with Marine conjugation medium and conjugated with Wild-type *B. argentinensis* JUB59. Afterward, cells were diluted in marine broth and plated on marine agar with erythromycin and kanamycin, to select *B. argentinensis* JUB59 colonies that contained the integrated plasmid after homologous recombination. The erythromycin resistant colonies were inoculated into marine broth medium without antibiotics and incubated with shaking overnight at 22°C to allow for loss of the plasmid by a second recombination event. The *mliR* deletion mutants were selected by growth on marine agar containing 10% sucrose and confirmed by PCR amplification using primers CHF and CHR, which resulted in a 480 bp product from wild-type cells but produced a 170 bp product from cells of the deletion mutant.

### RNA-seq

Wild-type or Δ*mliR B. argentinensis* JUB59 strains were cultured in marine broth at 22°C until the optical density at 600 nm (OD600) reached 1.4. The cells were then centrifuged at 3500 × *g* for 10 min at room temperature. Pellets were washed once with marine broth and total RNA was isolated using Trizol Max Bacterial RNA Isolation Kit (Ambion – Life Technologies) and then treated with TURBO DNAse (Ambion – Life Technologies). RNA samples corresponding to three biological replicates from the wild-type and the *mliR* deletion mutant were submitted to NEB Microbe rRNA depletion kit, TruSeq stranded mRNA library preparation and 100-bp paired-end Illumina NovaSeq6000 sequencing. Removal of Illumina adaptor sequences and low-quality bases at the ends of reads was carried out using Trimmomatic software v0.36 (Bolger et al., 2014). FastQC^2^ was used to assess quality of the reads before and after trimming. Subsequently, reads were aligned to the contigs of the *Bizionia argentinensis* JUB59 genome sequencing project (RefSeq accession number NZ_AFXZ00000000.1) using SAMtools and the Burrows-Wheeler Alignment software (BWA) (Li et al., 2009; Li and Durbin, 2010). Read counts were quantified with the software FeatureCounts (Liao et al., 2014) using the strand specific mode. Differential expression analysis was performed using the DESeq2 software (Love et al., 2014).

### Reverse transcription quantitative real-time PCR

Total wild-type or Δ*mliR B. argentinensis* JUB59 RNA from three independent cultures was isolated as described above. Subsequently, reverse transcription was performed using the first−strand SuperScript III cDNA kit (Invitrogen) and random decamer experiments primers (Invitrogen) in the presence of RNasin ribonuclease inhibitor (Promega). Transcript levels were measured in a Mx3000P Real Time PCR System cycler (Agilent Technologies, Santa Clara, CA, United States) using cDNAs as template, FastStart Universal SYBR Green Master (ROX) (Roche), and the RT-qPCR primers listed in Supplementary Table S1. Transcript levels were normalized to that of the serine hydroxymethyltransferase A (*glyA*) housekeeping as previously reported for members of the Flavobacteriaceae family (Thomas et al., 2011a).

### Biofilm assay

Overnight cultures of wild-type or Δ*mliR B. argentinensis* JUB59 strains were diluted 100-fold in marine broth to an OD600 of 0.05. Then, 24-well plates were inoculated with 1 ml of the diluted culture and incubated for 96 h at 22°C with continuous shaking at 200 rpm. Cultures were removed and washed three times with 1.5 ml of PBS buffer. Next, 1 ml of crystal violet was added, followed by incubation for 15 min at room temperature in darkness. Plates were washed three times with PBS and 1 ml of ethanol was added to each well to remove the attached biomass. Finally, absorbance at 575 nm (OD575) was determined. Blank values (marine broth medium alone) were subtracted from each well value.

### Flow cytometry

Flow cytometry analysis and sorting was carried out on the BD FACSAria Fusion Flow Cytometer, at the Cytometry Facility at the Leloir Institute, Buenos Aires, Argentina. Cells were pelleted and resuspended in PBS (filtered through a 0.2 mm filter) to an OD600 of 0.2–0.3 before analysis and sorting. Cultures were analyzed at 15000–25000 events per second with the purity mask. Signals for FSC and side scatter SSC, area (A), height (H), and width (W) were recorded. Mixed populations encompassing a range of cell lengths were isolated using flow cytometry. Sorting gates were defined based on increasing SSC-W signal. Events in each gate were sorted using a yield mask (130000 events collected per gate). Sorted populations were analyzed via phase-contrast microscopy as described above.

### Microscopy and image analysis

Wild-type and Δ*mliR* cells were harvested by centrifugation (10 min at 8,000 rpm), washed with PBS and diluted 1:100. Aliquots of the suspension (0.1 ml) were stained with 1X CellBrite™ Fix Membrane Dye or Calcofluor White Stain (Biotium). The cells were fixed with 3.7% formaldehyde for 15 min at room temperature with gentle shaking, washed 3 times with PBS and resuspended in PBS to a final OD600 of ∼0.3. The cells incubated with CellBrite™ Fix Membrane Dye were then stained with 250 ng/ml of DAPI (4′, 6′-diamidino-2-phenylindole). The stained cells were immobilized on agarose pads, and visualized by fluorescence microscopy as described below.

Images were captured using a confocal microscope (Carl Zeiss LSM 880) with an objective C Plan-Apochromat 63x/1.4 Oil DIC M27 and Airyscan detector in superresolution mode. For CellBrite stained cells a 543 nm laser and BP 420-480 nm plus BP 495–620 nm filter set were used. Images from DAPI and Calcofluor White stained cells were acquired using excitation laser at 405 nm and BP 420–480 nm plus BP 495–620 nm filter set. Airyscan images were processed and analyzed with the ZEN 2.3 SP1 FP3 Black software. Image sizes were 32,89 × 32,89 μm (932 × 932 pixels).

### Nuclear magnetic resonance – Based metabolomics

Wild-type or Δ*mliR B. argentinensis* (JUB59) strains were cultured in Marine Broth at 22°C until the OD600 reached 1.4. The cells were then centrifuged at 3,500 × *g* for 10 min at 4°C. Cell pellets were washed twice with PBS, resuspended in 2 ml ice-cold 80% methanol, disrupted by sonication and centrifuged at 4°C for 10 min at 15,000 × *g*. Supernatants were collected and dried in a Savant SpeedVac (Thermo Scientific). Dried samples were solubilized in 0.5 ml sodium phosphate buffer (100 mM dissolved in D_2_O, pH = 7.4), supplemented with 3-trimethylsilyl-[2, 2, 3,3,-2H_4_]-propionate (TSP, final concentration 0.33 mM) as chemical shift reference. All NMR experiments were performed at 298 K on a Bruker Avance III spectrometer operating at a proton frequency of 600, 2 MHz and processed as previously reported (Pena et al., 2020). The assignment was achieved using the freely available electronic databases HMDB and BMRB (Ulrich et al., 2008; Wishart et al., 2009, 2013), and subsequently confirmed by 2D spectra including heteronuclear single quantum coherence (HSQC) and total correlation spectroscopy (TOCSY) (Supplementary Table S3).

The NMR spectral areas (AUC) of assigned metabolites were normalized by PQN (Probabilistic Quotient Normalization), subjected to Pareto scaling and analyzed by multivariate analysis using MetaboAnalyst 5.0 (Chong et al., 2018). The statistical significance was assessed by Student’s *t*-test, taking *p* < 0.05 as significant according to false discovery rate.

### Inductively coupled plasma mass spectrometry

WT or Δ*mliR B. argentinensis* JUB59 cells were centrifuged at 3,500 × *g* for 10 min at 4°C. Cell pellets were washed twice with chelated-PBS, resuspended in 15 ml of 2 mM chelated-NTA (nitrilotriacetic acid) in cheated-PBS and incubated for 10 min at 22°C. The cells were then centrifuged at 3,500 × *g* for 10 min at 4°C and washed twice with chelated-PBS. Finally, cells were disrupted by sonication and centrifuged at 4°C for 10 min at 15,000 × *g*. Supernatants were collected and dried in a Savant SpeedVac (Thermo Scientific). A total of six biological replicates of WT and Δ*mliR* dried samples were subjected to metal determination and quantification on an ICP MS (Perkin-Elmer SCIEX, ELAN DRC-e Thornhill, ON, Canada) at the INQUISAL facility (CONICET-UNSL), San Luis, Argentina. Supplementary Table S2 shows the operating conditions of the ICP-MS. Chelex 100 resin (BioRad) was used to deplete solutions of their metal components.

### Lipopolysaccharide analysis

The outer membrane fraction (OMF) of Wild-type and Δ*mliR Bizionia argentinensis* JUB59 was prepared according to Rahman et al. (2002) with minor modifications. Briefly, harvested cells were washed twice with PBS and once with 20 mM Tris–HCl (pH 7,5) by centrifugation (10,000 × *g* for 15 min). After the last wash, the cells were resuspended in 20 mM Tris–HCl and disrupted by sonication on ice for 15 min at 40 W with intervals of 20 s. Whole cell lysate was mixed with 2% Sarkosyl in Tris–HCl for solubilization of the inner membrane and incubated at 25°C for 30 min. The suspension was centrifuged at 10,000 × *g* for 10 min to remove intact cells and the supernatant was then centrifuged at 45,000 × *g* for 1 h at 4°C. The pellet, consisting of OMF, was resuspended in Laemmli sample buffer at 1 mg (dry weight) ml^–1^, and analyzed by SDS-PAGE (15%) in Tris-glycine running buffer and visualized by carbohydrate-specific periodate oxidation and silver staining as previously described (Tsai and Frasch, 1982).

## Importance

The central role of iron in bacteria makes it a determinant of pathogenesis, invasiveness and survival. Significant progress has been made toward the regulation of iron metabolism in model organisms. However, mechanisms of iron homeostasis in Bacteroidetes, one of the dominant phyla in animal gut, soil and oceans, remain largely unknown. Here, we identified a novel transcriptional regulator of the MerR superfamily (MliR), phylogenetically unrelated to cognate Fur proteins, involved in iron homeostasis in the marine bacterium *B. argentinensis* JUB59 and widely conserved in bacteria from a variety of environments. Our results provide evidence for the crucial role of MliR in regulating iron uptake, iron utilization and the enzymatic response to metal-ion-mediated oxidative stress. The findings presented here bring together transcriptional regulation, energy metabolism, membrane remodeling and cell adhesion, providing insights into the global response to iron availability that may raise interest in microbiology in general.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE189140.

## Author contributions

LP: conceptualization, formal analysis, funding acquisition, investigation, methodology, validation, and writing – original draft and review and editing. MB: conceptualization, formal analysis, investigation, methodology, validation, and writing – original draft and review and editing. RS: data curation, formal analysis, validation, and writing – review and editing. MA: conceptualization, formal analysis, funding acquisition, investigation, methodology, validation, writing – original draft and review and editing, project administration, and supervision. LP and MB: collaborated on experiments, analyzed the data, and contributed to the writing of the manuscript in a complementary and essential way. All authors contributed to the article and approved the submitted version.

## Footnotes

1
https://blast.ncbi.nlm.nih.gov/Blast.cgi

2
www.bioinformatics.babraham.ac.uk/projects/fastqc/

## Supplementary material

Supplementary Figure S1 AlphaFold-modeled structure of the MliR protein of *Bizionia argentinensis* JUB59. Relevant N-terminal residues are labeled and highlighted in green.

Supplementary Figure S2 Site-directed mutagenesis of *B. argentinensis* JUB59. **(A)** The genomic context of the *mliR* gene and the primers used to identify sucrose-resistant deletion mutants are displayed. **(B)** Colony PCR of 9 selected sucrose-resistant colonies (as described under section “Materials and methods”). WT, wild type strain of *B. argentinensis* JUB59; M: PCR product from primers 3 and 4; Primer 1: CHF (Supplementary Table S1); Primer 2: CHR (Supplementary Table S1).

Supplementary Figure S3 Merged fluorescence and phase contrast images of DAPI-stained Δ*mliR B. argentinensis* JUB59 cells grown into exponential phase. The yellow arrows highlight division events.

Supplementary Figure S4 PLS-DA score plot derived from the 600 MHz ^1^H NMR spectra of WT and Δ*mliR B. argentinensis* JUB59 cells. The predictive ability of the PLS-DA model was calculated via cross-validation (CV) (R2: 0.999, Q2: 0.986).

Supplementary Figure S5 Box plot of scaled ^1^H-NMR AUC (area under the curve) of metabolites identified in Δ*mliR* and WT *B. argentinensis* JUB59 strains. In the light brown panel and the violet panel, statistically significant and no significant varying metabolites are grouped, respectively.

Supplementary Figure S6 Enrichment analysis of significant differentially expressed genes in Δ*mliR* strain. The enrichment analysis was performed with genes that displayed log_2_-fold change > 1 and presented annotated data on its molecular function, biological process or sub-cellular localization at the Uniprot database. The log_2_-fold change of downregulated (blue) and upregulated (red) genes in Δ*mliR* strain are plotted. The proportions of significant differentially expressed genes found in different biological processes are shown in pie charts.

Supplementary Table S1 Bacterial strains, vectors and primers.

Supplementary Table S2 ICP-MS conditions for metal analysis.

Supplementary Table S3 Global transcriptional analysis of WT and Δ*mliR* strains of *B. argentinensis* JUB59. The genes with statistically significant differential expression between Δ*mliR* and WT cells (log_2_-fold change > 1 and *P*-value < 0.05) are listed below.

Supplementary Table S4 ^1^H-NMR assignments of 32 metabolites from *B. argentinensis* JUB59.

Supplementary Table S5 Significantly varying metabolites between WT and Δ*mliR* strains of *B. argentinensis* JUB59. The statistics from Student’s *t*-test are shown. FDR, false discovery rate.

Supplementary Table S6 Sequences and accession numbers of MliR homologous proteins included in the phylogenetic analysis of Figure 1C.

# Supplementary material for: MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes Bizionia argentinensis
**Source:** Front Microbiol. 2022 Sep 2;13:987756. doi: 10.3389/fmicb.2022.987756
**Supplement:** Supplementary Table S1 — Bacterial strains, vectors and primers.

ICP MS conditions

RF Forward power	1050 W

Gas flow rates:

Plasma	13 L. min ⁻¹
Auxiliary	1.35 L.min ⁻¹
Nebulizer	0.75 L.min ⁻¹
Resolution	Normal
Scanning mode	Peak hop
Dwell time	500 ms

# Supplementary material for: MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes Bizionia argentinensis
**Source:** Front Microbiol. 2022 Sep 2;13:987756. doi: 10.3389/fmicb.2022.987756
**Supplement:** Supplementary Table S2 — ICP-MS conditions for metal analysis.

Downregulated

<i>Gene</i>	<i>Name</i>	<i>Molecular function</i>	<i>log₂-fold change</i>
BZARG_RS03625	TonB-dependent receptor	Siderophore uptake transmembrane transporter activity	5.2
BZARG_RS03005	Rieske (2Fe-2S) protein	Iron-sulfur cluster binding	3.7
BZARG_RS03000	Cytochrome c	Electron transfer activity	3.5
BZARG_RS08175	D-serine ammonia-lyase	D-serine ammonia-lyase activity	3.2
BZARG_RS08170	AraC binding Domain	Sustrate binding activity	3.1
BZARG_RS11940	Superoxide dismutase	Superoxide dismutase activity	2.8
BZARG_RS10665	Ankyrin repeat domain-containing protein	Unknown function	2.2
BZARG_RS15465	FeoB associated Cys rich membrane protein	Unknown function	2.1
BZARG_RS02370	Asparagine synthase B	Asparagine synthetase (glutamine-hydrolyzing) activity	2.1
BZARG_RS03360	Imelysin family protein	Unknown function	2.0
BZARG_RS03365	HTTM domain-containing protein	Unknown function	1.5
BZARG_RS14660	Mrp/NBP35 family protein	Fe-S cluster assembling	1.4
BZARG_RS06335	Fe ²⁺ transport protein A	Metal ion binding	1.4
BZARG_RS06310	Mn ²⁺ /Zn ²⁺ ABC transporter	Metal ion binding	1.4
BZARG_RS06315	Zn ²⁺ ABC transporter	Metal ion binding	1.4
BZARG_RS03370	TonB-dependent receptor	Siderophore uptake transmembrane transporter activity	1.3
BZARG_RS03620	AraC transcriptional regulator	DNA binding activity	1.3
BZARG_RS06330	Fe2+ transport protein B	Metal ion binding	1.2
BZARG_RS10675	PepSY domain-containing protein	Oxidoreductase activity	1.2
BZARG_RS06300	Mn ²⁺ /Zn ²⁺ ABC transporter	Metal ion binding	1.2
BZARG_RS02620	Fe ³⁺ ABC transporter	Metal ion binding	1.1
BZARG_RS02985	OsmC family protein	Peroxidase activity	1.1
BZARG_RS04165	Energy transducer TonB	energy transducer activity	1.1
BZARG_RS02085	Rhodanese-like domain-containing protein	Unknown function	1.0
BZARG_RS04810	3-hydroxyanthranilate 3,4-dioxygenase	3-hydroxyanthranilate 3,4-dioxygenase activity	1.0
BZARG_RS13660	Glu/Leu/Phe/Val dehydrogenase	Oxidoreductase activity	1.0

Upregulated

<i>Gene</i>	<i>Name</i>	<i>Molecular function</i>	<i>log₂-fold change</i>
BZARG_RS01930	DNA polymerase IV	DNA polymerase activity	-2.0
BZARG_RS01935	DNA polymerase III subunit alpha	DNA polymerase activity	-1.7
BZARG_RS01830	DoxX family protein	Unknown fuction	-1.5
BZARG_RS11630	T9SS type A sorting domain-containing protein	Unknown fuction	-1.3
BZARG_RS04645	thioredoxin domain-containing protein	Oxidoreductase activity	-1.3

<i>BZARG_RS01020</i>	SEC-C motif family protein	Unknown fuction	-1.3
<i>BZARG_RS00630</i>	GNAT family N-acetyltransferase	Transferase activity	-1.1
<i>BZARG_RS07020</i>	single-stranded DNA-binding protein	DNA binding	-1.1
<i>BZARG_RS13015</i>	DMT family transporter	Transmembrane transporter activity	-1.1
<i>BZARG_RS00585</i>	helix-turn-helix transcriptional regulator	DNA binding	-1.1
<i>BZARG_RS13910</i>	choice-of-anchor D domain-containing protein	Unknown fuction	-1.1
<i>BZARG_RS11920</i>	30S ribosomal protein S21	Structural constituent of ribosome	-1.1
<i>BZARG_RS07545</i>	T9SS type A sorting domain-containing protein	Unknown fuction	-1.0
<i>BZARG_RS15660</i>	T9SS type A sorting domain-containing protein	Unknown fuction	-1.0
<i>BZARG_RS14845</i>	KTSC domain-containing protein	Chaperone activity	-1.0
<i>BZARG_RS08510</i>	GIY-YIG nuclease family protein	Endonuclease activity	-1.0
<i>BZARG_RS05190</i>	DEAD/DEAH box helicase	RNA helicase activity	-1.0

tRNAs

<i>Gene</i>	<i>Name</i>	<i>Molecular function</i>	<i>log₂-fold change</i>
<i>BZARG_RS08515</i>	tRNA-Phe		-1.9
<i>BZARG_RS05935</i>	tRNA-Met		-1.7
<i>BZARG_RS06365</i>	tRNA-Gln		-1.4
<i>BZARG_RS03615</i>	tRNA-Pro		-1.4
<i>BZARG_RS02670</i>	tRNA-Leu		-1.1
<i>BZARG_RS12965</i>	tRNA-Lys		-1.0

# Supplementary material for: MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes Bizionia argentinensis
**Source:** Front Microbiol. 2022 Sep 2;13:987756. doi: 10.3389/fmicb.2022.987756
**Supplement:** Supplementary Table S3 — Global transcriptional analysis of WT and ΔmliR strains of B. argentinensis JUB59. The genes with statistically significant differential expression between ΔmliR and WT cells (log2-fold change > 1 and P-value < 0.05) are listed below.

N°	Metabolite	Groups	δ ^1H (ppm)	Multiplicity
1	Acetate	CH_3	1,90	(s)
2	Adenosine	CH (adenine)	8.14	(s)
		CH' (adenine)	8,30	(s)
3	Alanine	$\beta\text{-CH}_3$	1,47	(d)
4	Alanyl-alanine	$\beta\text{-CH}_3$	1.53	(d)
		$\beta\text{-CH}_3'$	1.35	(d)
		$\alpha\text{-CH}$	4.07	(tocsy)
		$\alpha\text{-CH}'$	4.14	(tocsy)
5	2-Aminoadipate	$\alpha\text{-CH}$	3.73	(tocsy)
		$\beta\text{-CH}_2$	1.85	(tocsy)
		$\gamma\text{-CH}_2$	1.63	(tocsy)
		$\delta\text{-CH}_2$	2.23	(t)
6	Arabinose-5-phosphate	H1 (-OH-CH)	5.23	(d)
		H2 (-OH-CH)	3.94	(tocsy)
		H3 (-OH-CH)	3.94	(tocsy)
		H4 (-OH-CH)	3.31	(tocsy)
		H5 (CH_2)	3.53	(tocsy)
7	Aspartate	$\beta\text{-CH}_2$	2,80	(dd)
		$\beta\text{-CH}_2$	2.67	(tocsy)
		$\alpha\text{-CH}$	3,89	(tocsy)
8	Cytidine triphosphate (CTP)	2-CH (cytosine)	6.12	(tocsy)
		3-CH (cytosine)	8.06	(d)
		1'-CH (ribose)	4.36	(tocsy)
		2'-CH (ribose)	4.47	(tocsy)
		3'-CH (ribose)	4.41	(tocsy)
		4'-CH (ribose)	6.07	(tocsy)
		5'- CH_2 (ribose)	4.36	(tocsy)
9	Cytidine	2-CH (cytosine)	5.91	(tocsy)
		3-CH (cytosine)	7.86	(d)
		1'-CH (ribose)	5.9	(tocsy)
		2'-CH (ribose)	4.36	(tocsy)
		3'-CH (ribose)	4.24	(tocsy)
		4'-CH (ribose)	4.14	(tocsy)
10	Cytosine	2-CH	5.98	(tocsy)
		3-CH	7.49	(d)
11	Glutamate	$\gamma\text{-CH}_2$	2,34	(m)
		$\beta\text{-CH}_2$	2,05	(m)
		$\alpha\text{-CH}$	3,75	(dd)
12	Glycine	CH_2	3.55	(s)
13	Isoleucine	$\alpha\text{-CH}$	3.67	(tocsy)

14	**Isobutyrate**	β -CH	1.97	(tocsy)
		γ 1-CH ₂	1.46, 1.25	(tocsy)
		γ 2-CH ₃	0.99	(d)
		δ -CH ₃	0.93	(tocsy)
		α -CH	2.37	(tocsy)
15	**Isovalerate**	β 1-CH ₂	1.05	(d)
		β 2-CH ₃	1.05	(d)
		β -CH ₂	1.93	(tocsy)
		γ -CH	2.03	(tocsy)
		δ -CH ₃	0.89	(d)
16	**3-deoxy-manno-octulosonate-8-phosphate (8PKdo)**	δ -CH ₃ '	0.89	(d)
		3'-CH (ax)- α	1.78	(dd)
		3'-CH (ax)- β	1.82	(dd)
		3'-CH (eq)	2.18	(dd)
		4'-CH	3.93	(tocsy)
		5'-CH	3.79	(m)
		6'-CH	3.43	(t)
		7'-CH	3.56	(tocsy)
		8'-CH ₂	4.09	(tocsy)
		8'-CH ₂	3.95	(tocsy)
17	**Lactate**	α -CH	4.10	(q)
		β -CH ₃	1.32	(d)
18	**Leucine**	α -CH	3.74	(tocsy)
		β -CH ₂ , γ -CH	1.70	(tocsy)
		δ -CH ₃	0.95	(t)
		δ' -CH ₃	0.95	(t)
19	**Lysine**	α -CH	3.76	(tocsy)
		β -CH ₂	1.9	(tocsy)
		γ -CH ₂	1.47	(tocsy)
		δ -CH ₂	1.72	(tocsy)
		ϵ -CH ₂	3.02	(t)
20	**Nicotinamide adenine dinucleotide, oxidized (NAD⁺)**	3-CH (nicotinamide)	9.32	(s)
		4-CH (nicotinamide)	9.15	(d)
		5-CH (nicotinamide)	8.20	(m)
		6-CH (nicotinamide)	8.85	(d)
		2-CH (adenosine)	8.41	(s)
		4-CH (adenosine)	8.16	(m)
21	**Phenylalanine**	δ 1-CH	7.32	(d)
		δ 2-CH	7.32	(d)
		ϵ 1-CH	7.42	(m)
		ϵ 2-CH	7.42	(m)

22	**Proline**	ζ -CH	7.37	(m)
		α -CH	4.12	(dd)
		β -CH ₂	2.33	(tocsy)
		γ -CH ₂	2.01	(tocsy)
		δ -CH ₂	3.30, 3.40	(tocsy)
23	**Threonine**	α -CH	3.58	(tocsy)
		β -CH	4.23	(tocsy)
		γ -CH ₃	1.32	(d)
24	**Thymidine**	CH (thymine)	7.63	(s)
		CH ₃ (thymine)	1.89	(tocsy)
		4'-CH (ribose)	6.29	(t)
25	**Tyrosine**	δ 1-CH	7.18	(d)
		δ 2-CH	7.18	(d)
		ϵ 1-CH	6.89	(d)
		ϵ 2-CH	6.89	(d)
26	**UDP**	2-CH (uracil)	5.96	(tocsy)
		3-CH (uracil)	7.94	(m)
		1'-CH (ribose)	4.23	(tocsy)
		2'-CH (ribose)	4.35	(tocsy)
		3'-CH (ribose)	4.35	(tocsy)
		4'-CH (ribose)	5.94	(tocsy)
		5'-CH ₂ (ribose)	4.23	(tocsy)
27	**Uracil**	2-CH	7.53	(d)
		3-CH	5.79	(tocsy)
28	**Uridine**	2-CH (uracil)	7.86	(d)
		3-CH (uracil)	5.89	(tocsy)
29	**UTP**	2-CH (uracil)	5.97	(tocsy)
		3-CH (uracil)	8.09	(d)
		1'-CH (ribose)	4.22	(tocsy)
		2'-CH (ribose)	4.36	(tocsy)
		3'-CH (ribose)	4.36	(tocsy)
		4'-CH (ribose)	5.93	(tocsy)
		5'-CH ₂ (ribose)	4.22	(tocsy)
30	**Shikimate**	2-CH	3.69	(tocsy)
		3-CH	3.97	(tocsy)
		4-CH	6.42	(m)
		5-CH	4.39	(tocsy)
		6-CH ₂	2.75, 2.18	(tocsy)
31	**Succinate**	2-CH ₂	2.39	(s)
		3-CH ₂	2.39	(s)
32	**Valine**	α -CH	3.60	(tocsy)

β -CH	2.27	(tocsy)
δ -CH ₃	1.03	(d)
δ' -CH ₃	0.98	(d)

Note: d, doublet ; m, multiplet ; s, singlet ; t, triplet, tocsy; resonances assigned from ¹H-¹H Tocsy experiment.

# Supplementary material for: MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes Bizionia argentinensis
**Source:** Front Microbiol. 2022 Sep 2;13:987756. doi: 10.3389/fmicb.2022.987756
**Supplement:** Supplementary Table S4 — 1H-NMR assignments of 32 metabolites from B. argentinensis JUB59.

**Metabolite**	**t stat**	**p value**	**FDR**
**3-Deoxy-D-manno-octulosonate 8-phosphate**	21.02	5.87E-09	1.88E-07
**Arabinose 5-phosphate**	-11.76	9.12E-07	1.46E-05
**Shikimate**	-10.57	2.25E-06	2.40E-05
**Threonine**	-8.79	1.04E-05	8.28E-05
**Thymidine**	-7.96	2.30E-05	1.39E-04
**Adenosine**	7.84	2.60E-05	1.39E-04
**NAD**	6.98	6.45E-05	2.95E-04
**Succinate**	-5.96	2.13E-04	7.56E-04
**Uridine**	-5.96	2.13E-04	7.56E-04
**Glutamate**	-5.56	3.52E-04	1.13E-03
**Aminoadipate**	-5.22	5.48E-04	1.59E-03
**Tyrosine**	-4.23	2.19E-03	5.85E-03
**Uracil**	-4.11	2.63E-03	6.47E-03
**UDP**	-3.80	4.22E-03	9.64E-03
**Valine**	-3.70	4.88E-03	1.04E-02
**Alanine**	-3.03	1.43E-02	2.86E-02
**Isoleucine**	-2.94	1.65E-02	3.12E-02
**Cytosine**	-2.78	2.13E-02	3.79E-02
**Leucine**	-2.61	2.85E-02	4.79E-02
**Phenylalanine**	-2.60	2.86E-02	4.81E-02

# Supplementary material for: MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes Bizionia argentinensis
**Source:** Front Microbiol. 2022 Sep 2;13:987756. doi: 10.3389/fmicb.2022.987756
**Supplement:** Supplementary Table S5 — Significantly varying metabolites between WT and ΔmliR strains of B. argentinensis JUB59. The statistics from Student’s t-test are shown. FDR, false discovery rate.

Strains	
**Name**	
<i>Bizionia argentinensis</i> JUB59	
<i>E. coli</i> S17-1 λ pir	
Plasmids	
**Name**	
pYT313	<i>sacB</i> -containing suicide vector; <i>Ap^r</i> (<i>Em^r</i>)*
Primers	
**Name**	**Sequence**
1FrBamF	GGATCCCCATTTTAGTTTCTGCTAAAATGG
1FrXbaIR	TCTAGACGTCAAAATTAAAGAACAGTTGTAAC
2FrXbaIF	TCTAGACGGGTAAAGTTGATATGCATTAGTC
2FrSphIR	GCATGCGTTTCAATTTACGAATAATTGGC
CHF	AGAATAAAGTCCTATTGCAAT
CHR	CATTTACATTATGAGATATTT
MliR_F	AATGCCAAAGGCAATAGAAAGT
MliR_R	GCGCCTTCTAAAGTGAAACC
BZARG_RS03370_F	TACGGTTGCTGCTGCTTATAG
BZARG_RS03370_R	AGGACCACCTTCTTGTTGTG
BZARG_RS03625_F	CGCTTAGATGGTGCTGGTAA
BZARG_RS03625_R	AACTCAAGCCTAAACCCAGTAG
BZARG_RS03005_F	CTTAATGTAGGCGGCGGAATA
BZARG_RS03005_R	GATCGGCTGGTCCTTCTAATAC
BZARG_RS06310_F	TGCCGTTCAAGTAGACGATTTA
BZARG_RS06310_R	CAGCACCATTAGGACCAACA
BZARG_RS06315_F	CAAGCCGCTGTCCAATCTAA
BZARG_RS06315_R	TTCTACCGTTCCCGCATTTT
BZARG_RS01935_F	CGGGCGCGTATTATGTAGAA
BZARG_RS01935_R	CCTGAAACGCCTGGTCTAAT
BZARG_RS01930_F	TCCGGAAGCAGTGGTTATTC
BZARG_RS01930_R	CTGGCACACGCTCCTTAATA
BZARG_RS11940_F	GGCTAGCACAGGACAATGAA
BZARG_RS11940_R	TCCCAAACGTCTAGGGTTAGTA
BZARG_RS08170_F	GGAGATTTAATTGCGTTGGAAGG
BZARG_RS08170_R	CCCGCTTTGCAGAGTCTAAT
BZARG_RS08175_F	GCTTTACAACCTGCTCACTAAAC
BZARG_RS08175_R	GAACCATTTGCGGACCAATAAG
BZARG_RS03000_F	GTCACGCTGGAGATGGTAAA
BZARG_RS03000_R	GTGGGCCACCTTGATCTAAATA
BZARG_RS11415_F (<i>glyA</i>)	ATGGAACGCGACGAACAG
BZARG_RS11415_R (<i>glyA</i>)	CCATGACCTGGTCACTAACAAAG
Primer 3	TGTTTTTGTGACTTACTAATACTC
Primer 4	TTTGTAAGCTTATGTTAAAATTC

*Erythromycin resistance is expressed in *B. argentinensis* JUB59

# Supplementary material for: MliR, a novel MerR-like regulator of iron homeostasis, impacts metabolism, membrane remodeling, and cell adhesion in the marine Bacteroidetes Bizionia argentinensis
**Source:** Front Microbiol. 2022 Sep 2;13:987756. doi: 10.3389/fmicb.2022.987756
**Supplement:** Supplementary Table S6 — Sequences and accession numbers of MliR homologous proteins included in the phylogenetic analysis of Figure 1C.

>WP_008634818.1 - *Bizionia argentinensis*
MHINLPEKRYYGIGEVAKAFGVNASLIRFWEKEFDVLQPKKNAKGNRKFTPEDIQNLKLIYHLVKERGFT
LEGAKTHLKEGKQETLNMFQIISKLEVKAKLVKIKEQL

>ACS34466.1 - *Thermococcus gammatolerans*
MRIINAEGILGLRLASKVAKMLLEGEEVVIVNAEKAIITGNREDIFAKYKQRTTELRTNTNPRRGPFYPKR
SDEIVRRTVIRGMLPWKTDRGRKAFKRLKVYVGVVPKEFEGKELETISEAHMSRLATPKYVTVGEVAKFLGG
KF

>PZR34194.1 - *Azospira oryzae*
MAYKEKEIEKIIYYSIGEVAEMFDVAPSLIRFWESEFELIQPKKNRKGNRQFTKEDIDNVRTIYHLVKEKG
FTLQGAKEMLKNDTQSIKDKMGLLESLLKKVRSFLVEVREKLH

>WP_182318972.1 - *Wolbachia pipientis*
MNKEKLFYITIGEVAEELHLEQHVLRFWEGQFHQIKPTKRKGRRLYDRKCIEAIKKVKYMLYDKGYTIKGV
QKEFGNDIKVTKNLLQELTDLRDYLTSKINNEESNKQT

>MBC7606425.1 - *Burkholderiales* bacterium
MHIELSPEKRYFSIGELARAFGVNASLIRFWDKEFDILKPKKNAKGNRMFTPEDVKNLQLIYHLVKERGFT
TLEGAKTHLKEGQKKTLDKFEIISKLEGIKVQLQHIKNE

>PHO01602.1 - *Rhodobacteraceae* bacterium
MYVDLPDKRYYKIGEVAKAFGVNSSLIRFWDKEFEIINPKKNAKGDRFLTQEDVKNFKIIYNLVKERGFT
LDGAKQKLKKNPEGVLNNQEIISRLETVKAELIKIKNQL

>WP_024071740.1 - *Ehrlichia muris*
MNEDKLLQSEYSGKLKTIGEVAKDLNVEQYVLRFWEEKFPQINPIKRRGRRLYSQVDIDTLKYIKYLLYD
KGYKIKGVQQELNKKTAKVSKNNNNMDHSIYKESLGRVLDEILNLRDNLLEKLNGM

>WP_011964047.1 - *Flavobacterium psychrophilum*
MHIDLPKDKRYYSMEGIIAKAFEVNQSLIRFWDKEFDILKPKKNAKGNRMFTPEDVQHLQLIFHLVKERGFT
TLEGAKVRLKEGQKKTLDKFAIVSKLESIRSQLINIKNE

>MBR9914672.1 - *Algicola* sp.
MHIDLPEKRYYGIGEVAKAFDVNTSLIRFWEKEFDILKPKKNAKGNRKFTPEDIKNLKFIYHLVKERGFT
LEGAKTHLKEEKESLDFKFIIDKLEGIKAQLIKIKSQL

>WP_069606326.1 - *Leptospira tipperaryensis*
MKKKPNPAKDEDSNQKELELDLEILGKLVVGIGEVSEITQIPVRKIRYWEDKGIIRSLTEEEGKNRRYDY
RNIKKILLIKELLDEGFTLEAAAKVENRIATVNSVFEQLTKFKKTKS

>MBD98870.1 - *Verrucomicrobia* bacterium
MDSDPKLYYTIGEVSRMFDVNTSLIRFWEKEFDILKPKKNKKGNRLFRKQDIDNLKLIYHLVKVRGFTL
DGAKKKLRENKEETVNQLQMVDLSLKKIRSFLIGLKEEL

>NLB64605.1 - *Fibrobacter* sp.
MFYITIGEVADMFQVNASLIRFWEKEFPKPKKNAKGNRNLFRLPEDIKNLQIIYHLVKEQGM TLKGAKKRI
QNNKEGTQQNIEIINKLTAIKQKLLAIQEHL

>WP_012458164.1 - *Porphyromonas gingivalis*
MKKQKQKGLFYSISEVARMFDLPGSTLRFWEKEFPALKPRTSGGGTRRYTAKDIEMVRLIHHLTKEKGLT
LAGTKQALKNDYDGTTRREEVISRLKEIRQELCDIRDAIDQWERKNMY

>QPN47327.1 - *Priestia aryabhattai*
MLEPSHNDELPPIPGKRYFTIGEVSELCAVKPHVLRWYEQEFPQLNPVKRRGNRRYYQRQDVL MIRQIRA
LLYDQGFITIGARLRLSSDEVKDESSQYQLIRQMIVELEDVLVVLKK

>CJK57227.1 - *Streptococcus pneumoniae*
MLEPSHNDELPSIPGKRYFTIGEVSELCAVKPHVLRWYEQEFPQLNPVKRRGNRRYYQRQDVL MIRQIRA
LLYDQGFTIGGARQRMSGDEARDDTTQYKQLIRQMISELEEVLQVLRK

>NNL76386.1 - *Desulfobacterales* bacterium
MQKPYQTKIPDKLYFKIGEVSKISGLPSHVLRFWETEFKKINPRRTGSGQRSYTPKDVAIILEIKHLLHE
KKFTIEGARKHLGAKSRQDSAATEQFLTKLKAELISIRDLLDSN

>MBN1547652.1 - *Syntrophaceae* bacterium
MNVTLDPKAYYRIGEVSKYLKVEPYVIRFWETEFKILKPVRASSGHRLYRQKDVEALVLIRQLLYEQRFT
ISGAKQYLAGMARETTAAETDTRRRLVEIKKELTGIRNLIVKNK

>WP_063719089.1 - *Leptolyngbya valderiana*
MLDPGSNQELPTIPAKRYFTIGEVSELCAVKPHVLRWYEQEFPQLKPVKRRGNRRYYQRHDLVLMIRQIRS
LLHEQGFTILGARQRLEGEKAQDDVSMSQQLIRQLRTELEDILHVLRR

>TSD66519.1 - *Inquilinus* sp.
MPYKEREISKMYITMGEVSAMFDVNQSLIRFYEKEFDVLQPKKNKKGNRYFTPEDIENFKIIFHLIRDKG
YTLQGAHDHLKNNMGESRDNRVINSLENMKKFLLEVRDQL

>WP_071838703.1 - *Tolypothrix campylonemoides*
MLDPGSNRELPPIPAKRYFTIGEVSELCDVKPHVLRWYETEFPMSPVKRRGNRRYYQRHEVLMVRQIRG
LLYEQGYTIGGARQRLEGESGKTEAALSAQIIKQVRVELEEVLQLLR

>REH36807.1 - *Paraperlucidibaca baekdonensis*
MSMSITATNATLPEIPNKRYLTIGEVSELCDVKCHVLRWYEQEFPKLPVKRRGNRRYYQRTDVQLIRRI
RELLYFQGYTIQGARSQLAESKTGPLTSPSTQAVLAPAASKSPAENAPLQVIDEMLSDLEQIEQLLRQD
A

>SCZ05944.1 - *Acinetobacter baumannii*
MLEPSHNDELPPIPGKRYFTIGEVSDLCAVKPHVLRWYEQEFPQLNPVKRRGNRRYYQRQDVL MIRQIRA
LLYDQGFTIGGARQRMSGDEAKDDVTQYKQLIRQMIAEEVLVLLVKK

>WP_063492348.1 - *Bordetella trematum*
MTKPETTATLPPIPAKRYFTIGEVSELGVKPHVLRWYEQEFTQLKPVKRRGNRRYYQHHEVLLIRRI
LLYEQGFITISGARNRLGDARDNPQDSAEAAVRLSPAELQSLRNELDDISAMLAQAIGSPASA

>MQY66210.1 - *Clostridia* bacterium
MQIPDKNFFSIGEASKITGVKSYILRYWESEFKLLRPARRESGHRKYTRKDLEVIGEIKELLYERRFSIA
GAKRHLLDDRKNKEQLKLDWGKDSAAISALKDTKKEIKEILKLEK

>MBT0814463.1 - *Octadecabacter* sp.
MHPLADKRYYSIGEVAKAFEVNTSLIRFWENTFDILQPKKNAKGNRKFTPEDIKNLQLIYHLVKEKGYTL
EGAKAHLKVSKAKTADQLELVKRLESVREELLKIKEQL

How the deposited data were processed for this re-analysis (not part of the article)

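RNA-seq was measured in 6 libraries, 3 biological replicates of the *B. argentinensis* JUB59 wild type and 3 of the *mliR* deletion mutant, grown in marine broth at 22°C to an optical density of 1.4. The libraries were grouped by strain, and the 2 strains were the only comparison. The strain is called a merR deletion in the deposited sample labels and an *mliR* deletion in the series design and the paper. RT-qPCR, ICP-MS and NMR values were not analysed here.

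The authors made the deposited count tables by trimming reads with Trimmomatic (0.39 in the submitters' processing notes, an earlier version in the paper's methods), aligning them with BWA to the genome contigs and counting read pairs per annotated gene with featureCounts 1.6.4, for stranded pairs and without pairs that map to more than 1 place; the counts are whole numbers, not normalized. The authors also deposited a DESeq2 table made from those 6 count tables. Its log2 values are the authors' log2-fold changes of wild type over mutant and their standard errors, as deposited. Its p-value columns are the authors' Wald p-values and their Benjamini-Hochberg adjusted values, as deposited, with 58 of 2955 genes left without an adjusted value. Its score column is the authors' Wald statistic, as deposited. Its signal column is the authors' mean over the 6 libraries of counts divided by DESeq2 size factors, as deposited. A DESeq2 rerun on the counts gave log2-fold changes within 1.55e-05 of the authors' values. This table was used for comparison and not for the values of the passages.

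The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tabulated in Python 3.11.15. Genes with low counts were left out with filterByExpr by strain, which kept 2917 of 2955 features. Libraries were scaled by TMM, with factors of 0.89 to 1.06. Strains were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, with limits of 1 and 2 on the estimated log2-fold change where stated. Log2-fold changes are mutant over wild type, the opposite sign to Supplementary Table S3. Standard errors are the size of the log2-fold change divided by the root of the F statistic. CPM are TMM-normalized, and principal components and correlations were taken on log2 CPM with a prior count of 2.

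The libraries hold 12460250 to 19254791 counted read pairs, and the 10 most abundant features took 12.2% to 14.1% of them. Standard errors of the log2-fold changes of the named genes ran from 0.10 (*BZARG_RS02065*) to 0.74 (*BZARG_RS03010*). The test was tried on simulated data, built from the same libraries, with 200 changed genes: edgeR recovered 87% of the changes of log2 size 1 and 100% of those of size 2, with 13 false calls among 200, DESeq2 recovered 93% and 99% with 27 false calls among 219, and edgeR with the replicate block recovered 86% and 100% with 21 false calls among 207. The simulated libraries were drawn independently, with no replicate effect and no outlying library. They therefore do not show how the block or the test without it behaves where libraries deviate together. No 2 of the deposited libraries were copies of each other. Same-number libraries deviated together from their strain means. The block was set before this was seen. These correlations come from the same counts that the block adjusts, so they are no independent ground for it. The labels and the paper do not say that equal numbers share a day, and mutant replicate 2 deviated more closely with wild-type replicate 3 (0.468) than with wild-type replicate 2 (0.368).

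The genes that the text may name were set by a rule before the data were examined: every gene that the paper names, whose values in Supplementary Table S3 had been seen; *mliR* and the 4 annotated genes on each side; the 10 genes with the largest rise and the 10 with the largest fall among called genes with a mean of at least 50 counts and strains that do not overlap; and *glyA* and *fur*. *glyA* was identified by the primer table of the supplement. Neighbouring genes outside this rule are given by position only.

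The alternatives were set before the data were examined, except 1. They were DESeq2, limma-voom, RLE, upper-quartile and library-total scaling, no filter, a filter of 50 counts in 3 libraries, tRNA genes left out, the replicate block, removal of the trend over gene length with and without the block, each library left out in turn, and a test against a log2-fold change of 1 (glmTreat). Leaving out both replicate 1 libraries was added after the principal components had been seen. The tRNA genes were taken as the 35 features under 100 bp, since the count files give no product names. Gene lists by product name, their set tests and the enrichment of biological processes were not run for the same reason, and names come from the paper alone.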

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

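The values of this part come from the planned test and the naming rule set before the data were examined; no test in it was added later.

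Outside Supplementary Table S3, edgeR's quasi-likelihood test called 9 genes lower and 7 genes higher in Δ*mliR* beyond a log2-fold change of 1, with *mliR* itself among the 9. They are given here because the paper does not discuss these genes, apart from *mliR*. The paper left hypothetical proteins out of its list, so absence from it does not mean that the authors' test missed a gene. The deepest fall after *mliR* was in *BZARG_RS03630*, beside the TonB-dependent receptor gene *BZARG_RS03625*, with a log2-fold change of −5.39 (adjusted p = 0.00597 from edgeR's quasi-likelihood test; 0.0525 to 0.0673 without 1 mutant library). *BZARG_RS03010*, beside the Rieske gene, had −3.95 (adjusted p = 0.03 from edgeR's quasi-likelihood test; 0.0956 to 0.165 without 1 mutant library, 0.0663 without WT replicate 3).

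Among the higher genes, *BZARG_RS15175*, on contig 10 from 155236 to 155580, rose from 2.51 ± 0.958 CPM in WT to 8.01 ± 2.1 in Δ*mliR* (SD, n = 3 each), a log2-fold change of 1.66 (standard error 0.33, adjusted p = 0.0362 from edgeR's quasi-likelihood test). *BZARG_RS04655*, on contig 14 from 87457 to 87669 and close to the thioredoxin domain gene *BZARG_RS04645*, rose from 9.3 ± 2.65 to 26.1 ± 5.76 CPM, a log2-fold change of 1.49 (standard error 0.27, adjusted p = 0.0271 from edgeR's quasi-likelihood test). Both were higher in 3 of 3 mutant libraries than in every WT library, which the naming rule required. Both calls ended without any one mutant library (adjusted p of 0.0887 to 0.168 from edgeR's quasi-likelihood test) and without WT replicate 2 (0.0836 and 0.0533) or WT replicate 3 (0.0517 and 0.06). The count files give no product names for these genes, so their functions were not assessed.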

How the results depend on the processing

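The fit without both replicate 1 libraries was chosen after the principal components had been seen, and the counts over other splits of the libraries were written after the results were known; the other settings were chosen before the data were examined.

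The log2-fold change of *mliR* stayed between −6.39 and −5.80 with the same call under every alternative run for it. Of 604 values of 56 named genes under the other tests, scalings, filters and models on all 6 libraries, 549 stayed on their side of the threshold, 50 became calls, 5 lost theirs and 0 reversed; without both replicate 1 libraries 46 stayed and 10 became calls. The 5 were *BZARG_RS03005* (0.0711), *BZARG_RS03000* (0.096), *BZARG_RS11940* (0.077) and *BZARG_RS03010* (0.0711) with limma-voom and *BZARG_RS05935* (0.0576) with the length trend removed (adjusted p). DESeq2 and the replicate block called all 111 lower and 79 higher genes of edgeR's quasi-likelihood test, and limma-voom 105 and 77 of them.

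DESeq2 called 290 genes lower and 246 higher, 33 of them higher beyond 1, 14 of the 17 higher listed genes and 6 of the 6 tRNAs. The replicate block called 457 lower and 513 higher, 46 higher beyond 1 and 1 beyond 2, 15 of the 17 and 6 of the 6; with the length trend removed as well, 505, 455, 35, 1, 15 and 6. Both replicate 1 libraries left out gave 309, 295, 38, 2, 14 and 5. limma-voom gave 9 lower and 2 higher beyond 2, 4 tRNAs and 6 listed genes lower beyond 2. Library totals alone gave 166 higher, 30 beyond 1, 2 beyond 2 and 5 tRNAs, and moved the median log2-fold change of all genes from 0.03 to 0.12. Upper-quartile scaling gave 1 higher beyond 2 and 5 tRNAs, the stricter filter 1 and 2, the length trend removed 1 and 0, and tRNA-sized features left out 1 higher beyond 2. glmTreat gave 6 lower and 2 higher beyond 1 and 6 lower beyond 2; it tests against the limit itself, and on simulated data it recovered 0% of changes of log2 size 1. For the other settings of this paragraph the cause was not tested.

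With 1 library left out, the calls ranged over 1 to 180 lower and 2 to 224 higher, 1 to 39 and 2 to 42 beyond 1, 1 to 16 and 0 to 2 beyond 2, 2 to 43 of the 49 listed genes and 2 to 35 beyond 1, 0 to 26 of the 26 lower, 2 to 11 of the 17 higher, 0 to 6 tRNAs, 0 to 10 listed genes lower beyond 2, and 2 to 11 of the 11 genes of Figure 5. The fewest lower calls came without mutant replicate 2 and the most without WT replicate 1. Over all named genes, 179 values kept their side, 10 became calls and 147 lost theirs. Fewer libraries were left to estimate the spread in these fits. That alone does not set the counts, since they rose to 180 lower and 224 higher without WT replicate 1. With both replicate 1 libraries left out they were 309 and 295, against 111 and 79 with all libraries.

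The 6 libraries make 10 splits into 3 against 3, too few for a share under 0.05. The splits were fitted without the block, and some place libraries of the same number on one side. The pairing by number is thus not taken into account. For lower and higher genes, with no limit and beyond 1, and lower genes beyond 2, the real split (111, 79, 34, 16 and 15) was the 1 split of 10 with a count as large, and the highest of the others was 0. For higher genes beyond 2, at 0 in edgeR's quasi-likelihood test, 10 of 10 splits gave as many; that count was also 0 at an unadjusted p under 0.05.

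The set tests of gene lists by product name, with preset and estimated correlation, were not run, since the count files give no product names. The left-out genes were features under 100 bp in place of ribosomal and transfer RNA genes named by product. Low counts kept *BZARG_RS01020* out of the test.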

Differences from the paper's values

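The comparisons of this part were made on values that had already been seen, and the alternatives named were set before the data were examined, except the fit without both replicate 1 libraries.

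The paper states 1 transcript, DNA polymerase IV, upregulated past a log2-fold change of 2, and here edgeR's quasi-likelihood test called 0, with *BZARG_RS01930* at 2.00 (1.9998 unrounded). Upper-quartile scaling, the stricter filter, tRNA-sized features left out, the replicate block, the length trend removed with and without the block, and leaving out mutant replicate 1 or mutant replicate 2 gave 1, and it was *BZARG_RS01930*. limma-voom, library totals alone, leaving out WT replicate 1 and leaving out both replicate 1 libraries gave 2, *BZARG_RS01930* and tRNA-Phe (*BZARG_RS08515*). Leaving out WT replicate 2 gave 1 other gene, the DoxX family gene *BZARG_RS01830* (2.13, adjusted p = 0.0328 from edgeR's quasi-likelihood test), with *BZARG_RS01930* at 1.92. DESeq2, RLE, no filter, glmTreat, and leaving out mutant replicate 3 or WT replicate 3 gave 0. At an unadjusted p under 0.05 the count was 0, and the authors' deposited value is −1.99 as wild type over mutant.

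The RT-qPCR levels of Figure 5 are relative to *glyA*, so RNA-seq is given on that scale, as the log2 ratio of mutant to WT minus that of *glyA*. The paper's values are read by eye from Fig. 5. The limit used is the standard error of the RNA-seq ratio, with the errors of the gene and *glyA* combined as if independent. The RT-qPCR values were given no error, so a gene past this limit differs in size but was not tested for a difference. For the receptor gene *BZARG_RS03370* the paper shows about −5.2 and RNA-seq gave −0.74; for the receptor gene *BZARG_RS03625* about −1.5 and −4.58. The others that differ by more than the standard error are *BZARG_RS08170* (the paper about −3.3, here −2.45), *BZARG_RS08175* (about −3.7, here −2.60), *BZARG_RS03000* (about −3.9, here −2.92), *BZARG_RS06310* (about −1.4, here −0.76), *BZARG_RS06315* (about −1.2, here −0.75), *BZARG_RS01935* (about 1.3, here 2.32) and *BZARG_RS01930* (about 1.3, here 2.60). Every alternative run for these 9 genes also differs, except that without WT replicate 2 *BZARG_RS03000* gave −3.34, within the standard error of the paper's. *BZARG_RS03005* (−3.11) and *BZARG_RS11940* (−2.19) do not differ at this limit. All 11 directions are those of the figure. Without the *glyA* term, 5 of the 11 differ.

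The paper lists 49 transcripts past its thresholds of 1 on the log2-fold change and 0.05 on the adjusted p, and 34 passed both here. DESeq2 gave 46, as does the authors' deposited table, the replicate block gave 45, and both replicate 1 libraries left out, chosen after the values had been seen, gave 38. The caption of Supplementary Table S3 gives the limit as a p-value without the word adjusted; at an unadjusted p under 0.05, 46 passed in edgeR's quasi-likelihood test and 47 in the authors' deposited table. The 3 listed genes that do not pass in the authors' deposited table are 30S ribosomal protein S21 (*BZARG_RS11920*, adjusted p = 0.124 and unadjusted p = 0.0335 from the authors' DESeq2), *BZARG_RS00630* and *BZARG_RS01020*, which have no adjusted p there (unadjusted p = 0.0547 and 0.0589). With the replicate block, *BZARG_RS11920* passed (adjusted p = 0.00254 from edgeR). The log2-fold changes of the 48 listed transcripts that were tested all lie within the standard error of the paper's values. Both sets come from the same counts, so this is not independent evidence.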

Other observations

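All tests of explanations in this part were chosen after the results had been seen.

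Many genes beside the lower genes of Supplementary Table S3, on the same strand, were lower as well. The gene before the imelysin family gene on contig 10 (57147 to 58355) had a log2-fold change of −2.25 in Δ*mliR*, the gene between the ankyrin repeat and PepSY domain genes on contig 46 −1.94, the gene after superoxide dismutase on contig 66 −2.53, the gene among the Mn2+/Zn2+ ABC transporter genes on contig 20 −0.96, and the gene after the dehydrogenase *BZARG_RS13660* on contig 94 −0.88 (adjusted p = 0.00373, 0.0196, 0.0438, 0.0383 and 0.0252 from edgeR's quasi-likelihood test). Of 10 such genes within 100 bp on the same strand, 7 were called lower (median −1.45), against 0 of the 22 other adjacent genes (median −0.02) in the same test (two-sided Fisher's exact p = 3.57e-05) and 77 of 2858 other genes tested. These numbers were 9 of 10 and 4 of 22 with DESeq2, 9 and 6 with the replicate block, and 5 and 0 with limma-voom; without mutant replicate 1, 2 or 3 the 7 became 1, 0 and 1, and without WT replicate 3 it became 4. The median lay between −1.65 (without WT replicate 2) and −1.20 (without WT replicate 1) over all settings run but the stricter filter. With that filter it was −0.94, but the gene after superoxide dismutase was then left out for its low counts. A candidate explanation is that the lower neighbours share a transcript with the listed gene. That the neighbours answer to MliR from promoters of their own stays open, as the libraries hold no measure of transcript ends. The gene after the Mrp/NBP35 gene and the gene after the dioxygenase gene *BZARG_RS04810* were not called (adjusted p = 0.0596 and 0.0674 from edgeR's quasi-likelihood test) and were with the replicate block (0.00088 and 0.0104). The tenth gene, next to the Fe2+ transport protein A gene on contig 20 (14540 to 15211), went the other way, with a log2-fold change of 0.40 (adjusted p = 0.195 from edgeR's quasi-likelihood test, and 0.022 with the replicate block), which goes against a shared transcript at that place.

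The 2 DNA polymerase genes that rose in Δ*mliR* share 1 base on contig 3 (*BZARG_RS01930* ends and *BZARG_RS01935* starts at 21926, plus strand).

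Features under 100 bp, most of the size of tRNAs, had a median log2-fold change of 0.54 in Δ*mliR*, with 30 of 35 positive. As a group they did not pass most tests: 1 was called higher by edgeR's quasi-likelihood test (19 with the replicate block), and set tests gave p = 0.155 (fry), 0.0595 (fry with the replicate block), 0.388 (camera with the correlation estimated) and 1.29e-05 (camera with a preset correlation of 0.01). The lowest median over 4 scalings was 0.53. These scalings put the median of all genes between 0.02 and 0.12, too near each other to remove the difference, so they cannot decide. A single scaling factor moves every gene of a library alike. By itself it would not put these features at 0.54 with the median of all genes at 0.03. Recovery of short fragments that differs between libraries stays open: with the trend over length removed, the median was 0.25, and the 58 features of the next length class had a median of 0.14. A strain difference in tRNA level stays open too, since the share of counts on these features was 0.153 ± 0.0304% in Δ*mliR* and 0.114 ± 0.0388% in WT (SD, n = 3 each; exact permutation p = 0.3 without regard to the replicate numbers, where the smallest possible is 0.1). Between libraries of the same number the share was higher in Δ*mliR* in 3 of 3 pairs (0.188% against 0.157%, 0.139% against 0.105% and 0.132% against 0.0804%; exact sign-flip p = 0.25, the smallest possible). The 2 could not be separated with these libraries. With 1 library left out the median was 0.33 (without mutant replicate 1) to 0.85 (without WT replicate 1).

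WT replicate 2 had low levels of many genes that were lower in Δ*mliR*. Of 2720 genes with a mean of at least 50 counts in WT, 8 lay under 0.5 of both other WT libraries in replicate 2, and all 8 were among the 15 called lower beyond 2; for WT replicates 1 and 3 these numbers were 147 and 4 genes, with 0 among the 15. Mutant RNA in this library is argued against, since *mliR* lay at 1.09 of the other WT libraries, while a mixture would need 72.3% (*BZARG_RS03625*) to 93.1% (*BZARG_RS03000*) of mutant RNA for the 8 genes, against 31.9% for the lower gene *BZARG_RS03370*, which is not among them. The median gene lay at 0.983 of the others, but TMM sets this value near 1 beforehand, so it cannot decide on the library's scaling. One scaling factor moves all genes of a library by the same ratio. By itself it would not put *mliR* at 1.09 and *BZARG_RS03625* at 0.293 of the other WT libraries. No biological explanation was tested, as the design gives no other difference between the WT cultures.

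The TonB-dependent receptor genes come in opposite size order in Figure 5 and in RNA-seq. Reads shared so widely that the receptors get like log2-fold changes were not seen, since these differ by 3.85. That gap is part of the pattern itself, so it does not test for lesser sharing of reads. Exchanged panel labels stay open: this exchange ranked 1 among the 55 exchanges of 2 labels by the summed distance to RNA-seq, but the receptors were noticed for being the 2 panels furthest from RNA-seq, so the rank restates the pattern and decides nothing. A difference between the cultures or primers of the 2 methods was not tested, and the figure was read by eye.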
